# The effects of starter microbiota and the early life feeding of medium chain triglycerides on the gastric transcriptome profile of 2- or 3-week-old cesarean delivered piglets

**DOI:** 10.1186/s40104-017-0213-1

**Published:** 2017-11-02

**Authors:** Paolo Trevisi, Davide Priori, Vincenzo Motta, Diana Luise, Alfons J. M. Jansman, Sietse-Jan Koopmans, Paolo Bosi

**Keywords:** Development, Microbiota, Pig, Stomach, Transcriptome

## Abstract

**Background:**

The stomach is an underestimated key interface between the ingesta and the digestive system, affecting the digestion and playing an important role in several endocrine functions. The quality of starter microbiota and the early life feeding of medium chain triglycerides may affect porcine gastric maturation. Two trials (T1, T2) were carried out on 12 and 24 cesarean-delivered piglets (birth, d0), divided over two microbiota treatments, but slaughtered and sampled at two or three weeks of age, respectively. All piglets were fed orally: sow serum (T1) or pasteurized sow colostrum (T2) on d0; simple starter microbiota (*Lactobacillus amylovorus*, *Clostridium glycolicum* and *Parabacteroides* spp.) (d1-d3); complex microbiota inoculum (sow diluted feces, CA) or a placebo (simple association, SA) (d3-d4) and milk replacer ad libitum (d0-d4). The The T1 piglets and half of the T2 piglets were then fed a moist diet (CTRL); the remaining half of the T2 piglets were fed the CTRL diet fortified with medium chain triglycerides and 7% coconut oil (MCT). Total mRNA from the oxyntic mucosa was analyzed using Affymetrix©Porcine Gene array strips. Exploratory functional analysis of the resulting values was carried out using Gene Set Enrichment Analysis.

**Results:**

Complex microbiota upregulated 11 gene sets in piglets of each age group vs. SA. Of these sets, 6 were upregulated at both ages, including the set of gene markers of oxyntic mucosa. In comparison with the piglets receiving SA, the CA enriched the genes in the sets related to interferon response when the CTRL diet was given while the same sets were impoverished by CA with the MCT diet.

**Conclusions:**

Early colonization with a complex starter microbiota promoted the functional maturation of the oxyntic mucosa in an age-dependent manner. The dietary fatty acid source may have affected the recruitment and the maturation of the immune cells, particularly when the piglets were early associated with a simplified starter microbiota.

## Background

The stomach is a key point in the interface between the ingesta and the digestive system, affecting post-gastric efficiency of digestion, playing a role in several endocrine functions and being involved in several diseases of domestic animals and humans. Nevertheless the main molecular-cellular processes that govern its development and homeostasis have not yet been well defined. Current evidence indicates that the stomach can actively interact with the microbiota resident in or in transit to the lower digestive tracts. In pigs, the stomach shows an array of important tools related to immunity and barrier defense, also developmentally controlled: toll-like receptors (TLRs) 2, 3 and 4 [1] among the receptors specialized in detecting microorganisms and activating an innate immune response, the polymeric immunoglobulin receptor responsible for the transport of secretory immunoglobulins [1], submucosal and mucosal lymphoid follicles with and without compartmental organization of T and B lymphocytes [2] and plasma cells [3]. This implies the relevance of adequate stimulation of the local microbiota as has been demonstrated in the intestine [4]. This would also have practical relevance for managing the piglets, namely stimulating the diffusion of management solutions favoring the acquisition by neonate piglets of microbiota also out of their litter. Conversely, the acquisition of the dominant importance of specific core microbiota would indicate that certain bacterial pools can be used for the early orientation or acceleration of gut maturation. However, surprisingly, studies regarding the impact of different microbiota on the development of the stomach of mammals are lacking. It has generally been recognized that the availability of a single ‘standard’ microbiome could circumvent several problems in studies focusing on the interaction of the host and its microbiota [5]. For this purpose, Laycock et al. [6] selected a few bacteria strains as a standardized microbiota owing to their positive influence on a new early microbial colonization in the porcine gut.

Medium chain triglycerides have received research attention due to their potential ability for selecting microbes [7, 8]; they are an interesting nutrient source for very young animals [9], but also potentially interact with the acid-secreting function of the oxyntic mucosa, owing to their acidic nature. It has been observed that constant dietary supplementation with different dietary organic acids can affect (Formate [10]) or not (Butyrate [11]) the morphology of the oxyntic mucosa of the young pig, reducing the relative number of parietal cells responsible for acid secretion, and the expression of the protein marker of this function, H^+^/K^+^-ATPase. This could be due to the reduced gastrin-dependent growth stimulation of the oxyntic cells after the increase in feed acidity [12].

Two studies were designed to elucidate the molecular networks in the oxyntic mucosa of the young pig which characterize the long-term individual response after various associations with a simplified or complex starter microbiota during their first days of life. Furthermore, an additional aim in the second study was to evidence the possible action of a dietary source of medium chain triglycerides on the transcriptome of the oxyntic mucosa.

## Methods

Two different trials (Fig. 1) were carried out on 12 and 24 piglets obtained from from 4 and 6 sows respectively [(Great York × Pietrain) × ‘Dalland’ cross] by cesarean delivery (CD) (d 0); they were divided over two microbiota association treatments, and were then slaughtered and sampled at wk 2 (Trial 1) or wk 3 (Trial 2) of age, respectively. Piglets from different litters were balanced over the various groups based on litter, body weight and gender and in each pen/room 3 piglets per group were housed.

**Fig. 1:**
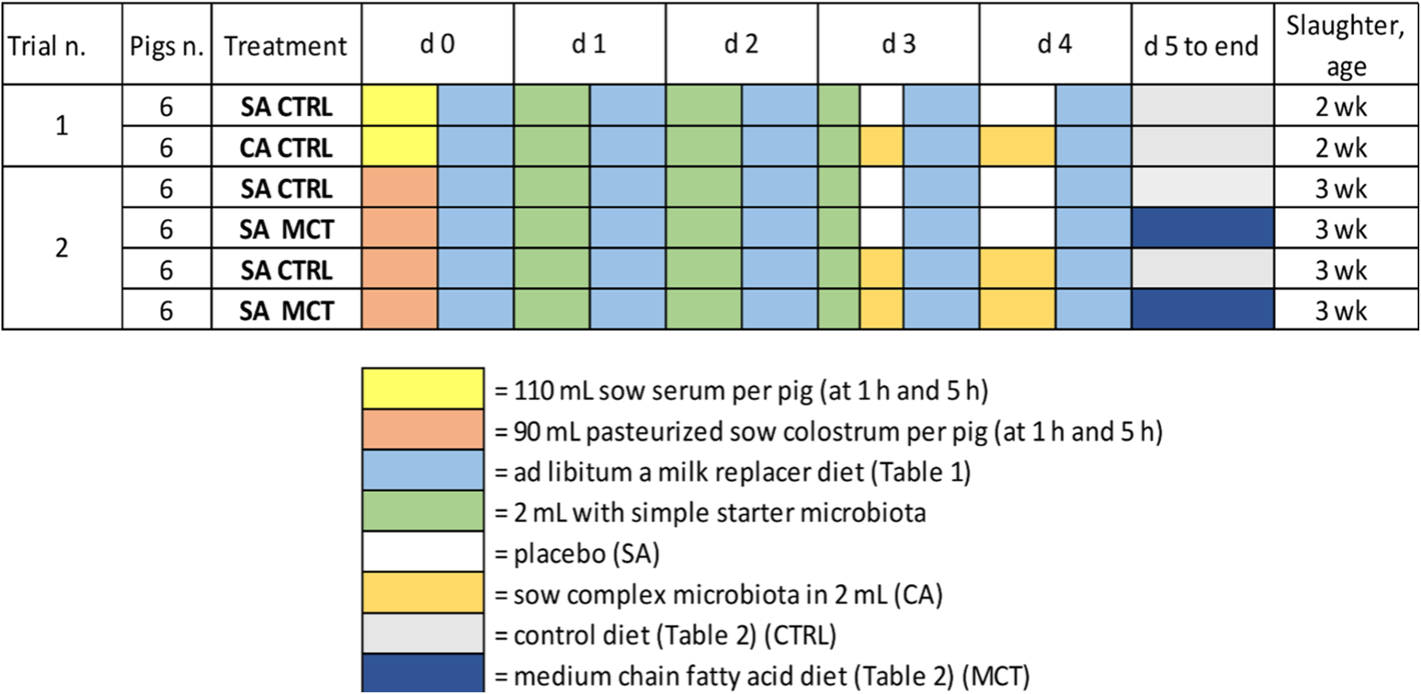
General summary of the factors in the two trials

The piglets were housed in two pens per clean, non-sterile room having an automatic feeding system for supplying a moist diet, and were balanced for birth weight (BW) and litter of origin. At 1 h and 5 h after birth, each piglet received 110 mL sow serum (Trial 1) or 90 mL pasteurized (30 min at 60 °C) sow colostrum by oral gavage [13, 14] (Trial 2). All the piglets received a simple starter microbiota consisting of *Lactobacillus amylovorus* (3.6 × 10^7^ CFU), *Clostridium glycolicum* (5.7 × 10^7^ CFU) and *Parabacteroides* spp. (4.8 × 10^7^ CFU) by oral inoculation (2 mL) on d1, d2 and d3 after birth. These bacteria are the most frequently identified of the phylogenetic groups in the intestines of piglets as have previously been proposed as minimal intestinal colonization microbiota for gnotobiotic pigs [6].

On d 3 (at 15:30 and 21:00 h) and on d 4 (at 8:00 h), the piglets of treatment CA received a fecal-oral inoculant immediately after feeding in the form of a 2-mL suspension of feces (feces in 0.1 mol/L sterile potassium phosphate buffer (pH 7.2), diluted 1:10). The SA-treated piglets received a placebo treatment (2 mL of a sterile 0.1 mol/L potassium phosphate buffer, pH 7.2).

Average birth weight was 1213 ± 144 g and 1228 ± 164 (Trial 1), and 1273 ± 138 g and 1275 ± 153 g (Trial 2) for the CA and the SA piglets, respectively. The piglets were fed a milk replacer diet ad libitum during a period of 5 d (d0 - d4). It consisted of bovine skimmed milk powder, whey powder, vegetable oil, hydrolyzed wheat protein, wheat starch, sucrose, and a vitamin and mineral premix, and contained 230 g crude protein per kg milk replacer (Table 1). All the piglets in Trial 1 and half of the piglets in Trial 2 were then fed a moist diet (CTRL) based on whey powder, maize, wheat, toasted full fat soybeans, oat flakes, sucrose, soybean meal, vegetable oil, coconut oil, wheat gluten, potato protein, rice protein, and brewer’s yeast during the remainder of the study (Table 2). The other half of the piglets in Trial 2 were fed the same diet but containing 7% of coconut oil in place of 4.68% soy oil and of 2.32% palm oil in order to generate a diet fortified in medium chain triglycerides (MCTs) (Table 2). In other words, the 24 piglets of the 2^nd^ trial were allocated by BW to 4 treatments arranged in a 2 × 2 factorial design, with 2 different early associations with microbiota (CA and SA) and two diets (CTRL and MCT). On d 16 (Trial 1), and on d 21 and d 22 (Trial 2), the piglets were euthanized, and the stomach was sampled always in the center of the area corresponding to the oxyntic mucosa.

**Table 1:** Analyzed nutrient composition of the artificial milk provided to the piglets during the first 4-day after birth (in g/kg, unless stated otherwise)

Nutrient	Content
Dry matter	957
Ash	78
Crude protein	222
Crude fiber	1
Starch	27
Glucose	29
Sugar	435
Lactose	405
Phosphorus	7.2
Calcium	8.6
Crude fat	227
Total fatty acids (g/kg fat)	913
Saturated fatty acids (g/kg fat)	461
Monounsaturated fatty acids (g/kg fat)	360
Polyunsaturated fatty acids (g/kg fat)	86

**Table 2:** Ingredient composition of the experimental diets provided to the piglets from day 5 after birth until the end of the study (g/kg)

Ingredients	CTRL	MCT
Maize	200.0	200.0
Whey powder	180.0	180.0
Wheat	150.0	150.0
Oat hulls	80.0	80.0
Barley	70.0	70.0
Wheat gluten meal	50.0	50.0
Soybeans, heat treated	40.0	40.0
Soycomill-P	33.0	33.0
Lactose	30.0	30.0
Protastar	30.0	30.0
Monocalciumphosphate	0.6	0.6
Rice meal	12.0	12.0
Limestone	0.9	0.9
Salt	3.6	3.6
Dicalciumphosphate	19.4	19.4
Sodium bicarbonate	4.5	4.5
Piglet premix 0–5%	5.0	5.0
*L*-Lysine HCl	5.9	5.9
*DL*-Methionine	2.0	2.0
*L*-Threonine	1.1	1.1
*L*-Tryptophan	0.9	0.9
*L*-Valine	0.5	0.5
Soy oil	50.6	3.8
Palm oil	30.0	6.8
Coconut oil	0	70.0

### RNA isolation and gene array quantification

Total RNA was isolated from the gastric tissue samples using the FastPure RNA kit (TaKaRa Bio Inc., Shiga, Japan). All other procedures were in agreement with the manufacturer’s protocol. The RNA purity and integrity were evaluated using Agilent Bioanalyzer 2100 (Agilent Technologies, Palo Alto, CA) just before the transcriptome analysis. The total RNA was hybridized on Affymetrix Porcine Gene 1.1 ST array strips. The hybridized arrays were scanned on a GeneAtlas imaging station (Affymetrix, Santa Clara, CA, USA). Performance quality tests of the arrays including the labelling, hybridization, scanning and background signals using Robust Multichip Analysis were carried out on the CEL files using the Affymetrix Expression Console.

### Statistics

The Affymetrix Trascript IDs, in general each characterized by several exonic sequences, were associated with 13,406 human gene names, based on *Sus scrofa* Ensembl (release 79, www.ensembl.org), where data regarding each porcine gene could be directly accessed using the names of genes which were adopted for the present text. Regarding the processed gene expression values, two exploratory functional analyses were applied with Gene Set Enrichment Analysis using the Hallmark (aggregating many gene sets to represent well-defined biological states or processes) and C5.BP (based on Gene Ontology (GO)) catalogues of gene sets from Molecular Signatures Database v5.1 (http://software.broadinstitute.org/gsea/msigdb/). The normalized enrichment score (NES) was calculated for each gene set, and statistical significance was defined when a False Discovery Rate (FDR) % < 25 and *P*-values of NES < 0.05. Enrichment score *P*- values were estimated using a gene set-based permutation test procedure. A new data set was created and added to the Hallmark catalogue which included 19 genes typically characterizing the stomach as compared with the different intestinal sections [15], and were more or equally expressed in the porcine oxyntic mucosa as compared with pyloric mucosa [16]. Reference sequences for all these gene are available on *Sus scrofa* Ensembl except for the following genes that have the Ensembl gene accession number: *ATP4A*, ENSSSCT00000003207; *EGF*, ENSSSCT00000010002, or the NCBI Reference Sequence: *LPL,* NM_214286.1; *TFF1*, XM_003358973.3.

The overlap in enriched GO terms was visualized using the Enrichment Map (http://baderlab.org/Software/EnrichmentMap20) plugin for Cytoscape 2.8.0 (http://www.cytoscape.org/), including the gene sets with a *P*-value <0.005 and an FDR *q*-value <0.10. The nodes were joined if the overlap coefficient was ≥0.5.

## Results

As general information, body weight gain was similar among piglet groups both in trial 1 and trial 2. Average birth weight was approx. 1 kg, increased to 2.5 kg at 2 wk of age and to 4 kg at 3 wk of age. Feed intake on a pen base did not differ. The general health score (including diarrhea) was similar among piglets, both for trial 1 and 2, and diarrhea was absent in trial 1 and in trial 2 diarrhea was only incidental and erratic among the 4 groups of piglets as judged on a daily basis from birth till 3 wk of age.

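Oxyntic mucosa, the acid-secreting lining of the gastric body, was sampled in Trial 1 at 16 days of age from 6 CA piglets, given a suspension of sow feces after the simple starter microbiota, and from 6 SA piglets, given a placebo in its place. RNA of each piglet was hybridized on 1 Affymetrix porcine gene array, and the authors processed the arrays by Robust Multichip Analysis in the Affymetrix Expression Console. The deposited values are intensities on a linear scale, and they were converted to log2 before any test. The median intensity per array was alike, with a group median of 57.2 in the CA and 56.2 in the SA piglets. A single gene symbol could be assigned to 11974 features, several symbols to 373, and 15211 stayed unnamed here. The brightest feature of each gene was kept, which gave 10904 genes. KCNE2, EGF, ATP4A, ATP4B and 10 further genes of the 19 of the oxyntic mucosa set were measured in this way, whereas SLC4A2, CLIC6, TFF1, PGB and CHIA were not analysed here. Each gene was compared between the CA and the SA piglets with limma and Benjamini-Hochberg adjustment. In place of the Hallmark and Gene Ontology catalogues, which were not used here, 42 lists of pathway and cell type genes were tested by Gene Set Enrichment Analysis. The lists were compiled before the data were examined, but with the gene sets of the paper known. Most stand beside a set that the paper names or shows, some of them reported from these same arrays. The number of lists called is therefore not independent of the paper. Genes were ranked by the signal-to-noise ratio, and P-values were estimated from 10000 random gene sets. A list was called at P under 0.05 and a False Discovery Rate (FDR) under 25%, the thresholds of the paper, and an FDR of 0.00119 marks the lists at the smallest P that these permutations can give. Permutation of genes leaves out the correlation between members of a list: in simulated lists with no change and members correlated at 0.5, 44.0% of lists of 14 genes and 63.0% of lists of 37 genes had P under 0.05. Each list was for this reason also tested by limma's camera with its preset correlation, which gave 18 lists at an adjusted p under 0.05, and with an estimated correlation, which gave 0. The array of CA piglet 4 stood apart from the others on the first principal component, which held 24.6% of the variance, and had the lowest weight (0.266) when limma weighted the arrays. The sample labels name sow colostrum where the paper gives 110 mL of sow serum, as well as another RNA kit. They also place the 2 treatments in separate rooms, whereas the paper places 3 piglets of each group in each pen or room, and the room of each piglet is not given in the sources used here. The number of arrays limits the precision of every value.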

Figure 2a visualizes the nodes of the gene sets of the Hallmark catalogue, enriched (color red) or impoverished (color blue) in the porcine oxyntic mucosa of piglets early associated with complex microbiota (CA) as compared to simplex microbiota (SA) piglets, and sampled at two or three weeks of age (represented by the center and the ring of each node, respectively). 

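Genes of blood vessels, of p53 signaling and of the response to low oxygen were enriched in the CA piglets at 2 weeks of age. VEGFA, the main growth factor of blood vessels, had a log2 fold change of 0.41 as compared to the SA piglets (standard error 0.10, n = 6 and 6), and NRP1, a co-receptor of this factor, had one of 0.25 (standard error 0.07). Of 20 measured genes of angiogenesis and endothelium, 19 were higher in the CA piglets (normalized enrichment score 2.16, FDR 0.00119 by gene permutation; adjusted p = 0.330 with an estimated correlation). VEGFA and NRP1 were the 2 genes of this list that passed when adjusted over the list alone (adjusted p = 0.0268 and 0.0418 from limma), and no gene passed over all genes (adjusted p = 0.999). Of 26 genes of glycolysis and hypoxia, 19 were higher (score 1.56, FDR 0.0567; adjusted p = 0.330 with an estimated correlation). VEGFA was the 1 gene of this list that passed adjusted over the list alone, and DDIT4, a stress-induced inhibitor of mTOR signaling, had a log2 fold change of 0.68 (standard error 0.21). Of 18 targets of p53, 16 were higher (score 1.77, FDR 0.0114; adjusted p = 0.330 with an estimated correlation). Among them CDKN1A, an inhibitor of cyclin-dependent kinases, had a log2 fold change of 0.40 (standard error 0.14), and SESN2, a stress-induced sestrin, one of 0.37 (standard error 0.14), with 0 genes passing adjusted over the list alone. Of 23 genes of bile acid metabolism and the peroxisome, 16 were higher (score 1.5, FDR 0.0852; adjusted p = 0.428 with an estimated correlation), such as DAO, the peroxisomal D-amino acid oxidase, at 0.57 (standard error 0.23), with 0 genes passing adjusted over the list alone. Genes of cholesterol synthesis, of which 5 of 16 were higher (score 0.69, P = 0.879 by gene permutation), and genes of the estrogen response, of which 11 of 18 were higher (score 0.83, P = 0.705 by gene permutation), did not pass. In each list 0 genes passed over all genes. The call was lost for glycolysis and hypoxia without CA piglet 5 (score 1.41), and for the p53 targets with a minimum SD in the ranking (1.43). That of bile acid metabolism and the peroxisome was lost without any 1 of 9 piglets (lowest 1.15, without SA piglet 7). It was also lost with the mean of all features of a gene (1.37) and with sample labels permuted (permutation P = 0.09). Nor did that list pass camera with its preset correlation (adjusted p = 0.105).

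**Figure D1:**
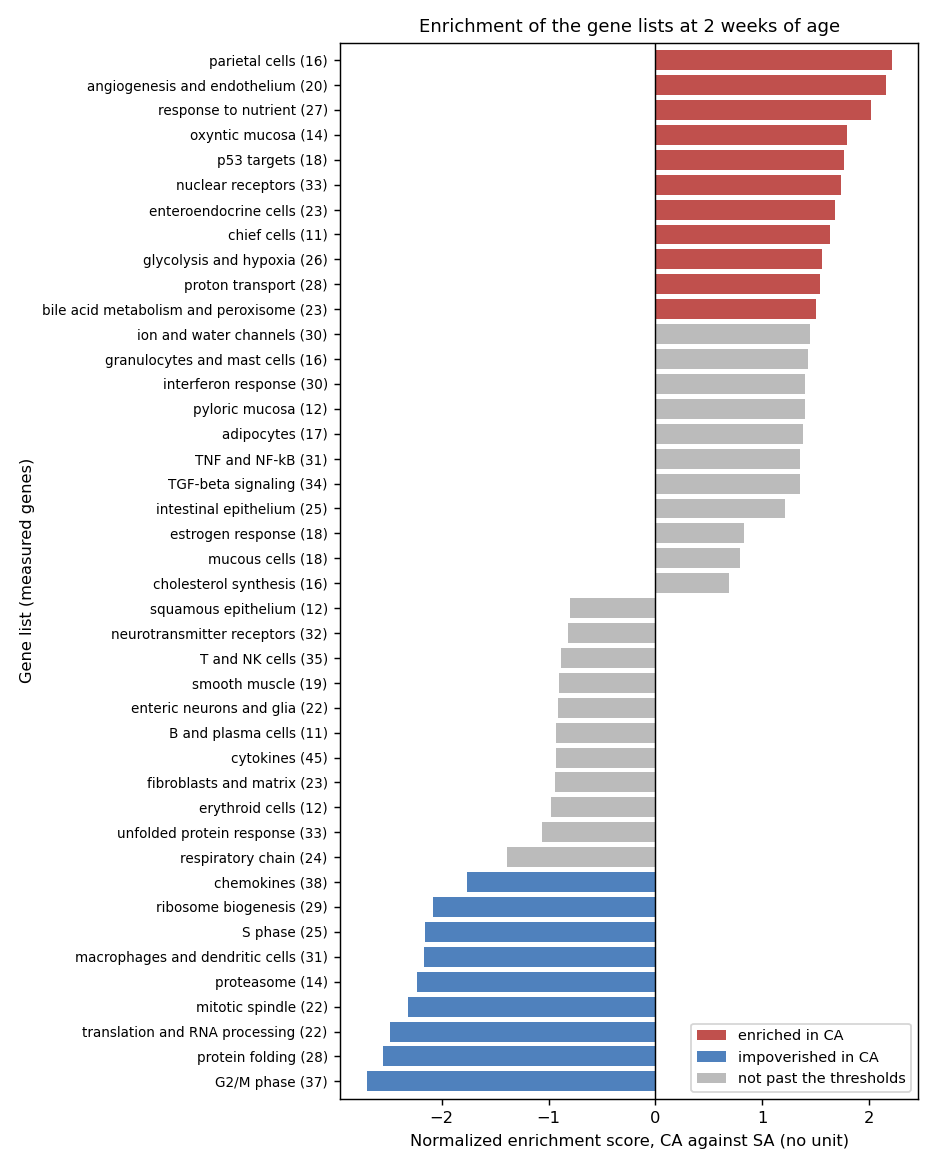
Normalized enrichment score of each gene list in the CA as compared to the SA piglets at 2 weeks of age, with the number of measured genes in brackets. Red bars are the 11 lists enriched in CA and blue bars the 9 lists impoverished in CA at P under 0.05 and FDR under 25%, and grey bars are the 22 lists that did not pass.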

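Gene by gene, 7 genes had an unadjusted p under 0.001 at 2 weeks of age, without passing the test. Among them EPOR, the receptor of erythropoietin, had a log2 fold change of 0.78 in the CA as compared to the SA piglets (standard error 0.19, n = 6 and 6), and ADAMTS1, a protease of the extracellular matrix, one of 0.60 (standard error 0.13). TSPAN12, a tetraspanin known from retinal vessel growth, had one of 0.31 (standard error 0.07), CDH7, a cadherin of cell adhesion, one of 0.35 (standard error 0.07), and MARCH8, a membrane-bound ubiquitin ligase, one of 0.32 (standard error 0.07). The locus LOC100520502 had a log2 fold change of 0.78 (standard error 0.17). EEF1E1, a scaffold of the aminoacyl-tRNA synthetase complex, had one of -0.35 (standard error 0.07). Its level in each of the 6 CA piglets was below that in each SA piglet. CDH7 and LOC100520502 lay below the median feature of the array. After adjustment limma gave 0 of 10904 genes at an adjusted p under 0.05, with 358 genes (3.28%) at an unadjusted p under 0.05 where chance alone gives 545.2. Of the 358, 225 were higher and 133 lower in the CA piglets.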

The CA upregulated 9 and 10 gene sets in piglets of two and three weeks of age, respectively as compared to the SA. Of these sets, 4 were upregulated at both ages. 

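Genes of cell division were impoverished in the CA piglets at 2 weeks of age. Of 37 measured genes of the G2/M phase, 36 were lower in CA (normalized enrichment score -2.70, FDR 0.00119 by gene permutation; adjusted p = 0.370 with an estimated correlation), with a median log2 fold change of -0.18 (standard error 0.15). CKS2, a subunit of cyclin-dependent kinases, had a log2 fold change of -0.35 (standard error 0.14, n = 6 CA and 6 SA piglets), CKAP2L, a protein of the mitotic spindle, one of -0.40 (standard error 0.17), and CDK1, the kinase that drives entry into mitosis, one of -0.25 (standard error 0.12). Of 25 genes of the S phase, 25 were lower (score -2.15, FDR 0.00284; adjusted p = 0.432 with an estimated correlation), with a median of -0.08 (standard error 0.10). PRIM1, the catalytic subunit of DNA primase, was at -0.22 (standard error 0.13), and GMNN, which restrains the licensing of replication origins, at -0.16 (standard error 0.10). Of 22 genes of the mitotic spindle, 21 were lower (score -2.32, FDR 0.00119; adjusted p = 0.424 with an estimated correlation), with a median of -0.17 (standard error 0.15). MAD2L1, of the spindle checkpoint, was at -0.30 (standard error 0.18), and SPC25, of the kinetochore, at -0.32 (standard error 0.20). Genes of protein synthesis were lower as well, with 20 of 22 genes of translation and RNA processing (score -2.48, FDR 0.00119; adjusted p = 0.330 with an estimated correlation) and 23 of 29 genes of ribosome biogenesis (score -2.08, FDR 0.00119; adjusted p = 0.485 with an estimated correlation). EIF1AX, a translation initiation factor, was at -0.22 (standard error 0.10), and GNL3, a nucleolar protein of proliferating cells, at -0.20 (standard error 0.06). In each of these 5 lists, 0 genes passed adjusted over the list alone or over all genes, from limma, while 2 genes of the G2/M phase, 3 of ribosome biogenesis and 2 of translation had an unadjusted p under 0.05. The G2/M genes lay on average 0.33 above the mean of all piglets in CA piglet 3 and at -0.34 in SA piglet 9, against the direction of their groups, on the log2 scale. When sample labels were permuted in place of genes, the calls of the S phase, G2/M phase, mitotic spindle and ribosome biogenesis lists were lost (permutation P = 0.25, 0.11, 0.18 and 0.23). The call of translation and RNA processing was kept (permutation P = 0.02, FDR 0.18).

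**Figure D2:**
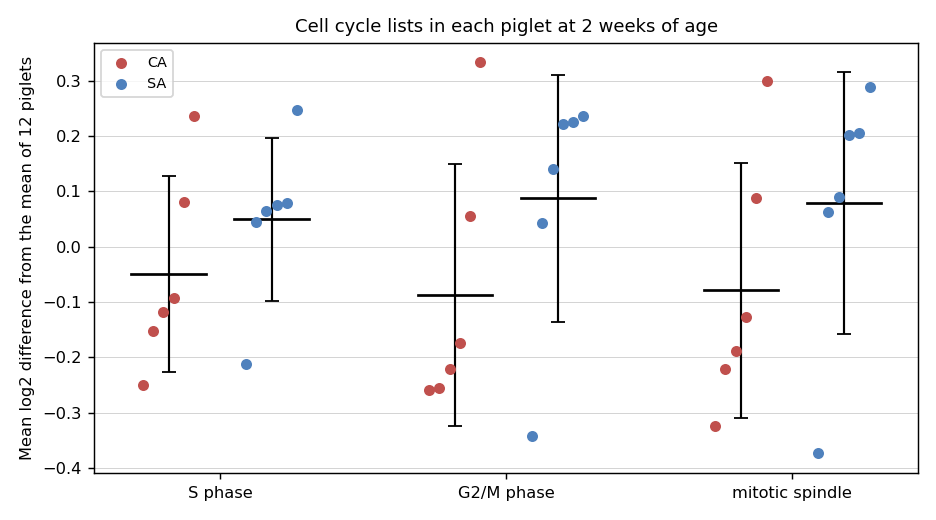
Mean log2 difference of the genes of each cell cycle list from the mean of the 12 piglets, in each CA (red) and SA (blue) piglet at 2 weeks of age. Black lines are the group means and bars 1 SD (n = 6), and the lowest SA point of every list is piglet 9 while the highest CA point is piglet 3.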

The CA downregulated 6 gene sets at both ages, all related to cycling activity, mitosis regulation steps and general protein synthesis. In addition, another 1 and 8 gene sets were downregulated in piglets of two and three weeks of age, respectively as compared to the SA.

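Genes of macrophages and dendritic cells were lower in the CA piglets at 2 weeks of age, whereas those of lymphocytes did not pass the test. Of 31 measured genes of macrophages and dendritic cells, 25 were lower in CA (normalized enrichment score -2.17, FDR 0.00119 by gene permutation; adjusted p = 0.330 with an estimated correlation), with a median log2 fold change of -0.10 (standard error 0.06). The call of this list was lost when sample labels were permuted in place of genes (permutation P = 0.07). SLA-DQB1, a class II histocompatibility chain that presents antigens, had a log2 fold change of -0.25 (standard error 0.09, n = 6 CA and 6 SA piglets), and SLA-DMA, which loads peptides on such chains, one of -0.23 (standard error 0.10). LYZ, the antibacterial lysozyme, which is also made by mucous cells, was at -0.27 (standard error 0.12), and CD14, a co-receptor of bacterial lipopolysaccharide, was on the other side at 0.15 (standard error 0.06). Of 35 genes of T and NK cells, 15 were lower (score -0.89, P = 0.655 by gene permutation). LCK, the kinase of the T-cell receptor, was at -0.22 (standard error 0.06) and CTLA4, an inhibitory receptor of T cells, at -0.22 (standard error 0.09), while IL7R, the receptor of interleukin 7, was at 0.23 (standard error 0.09). Of 11 genes of B and plasma cells, 5 were lower (score -0.93, P = 0.543 by gene permutation), with BLNK, an adaptor of the B-cell receptor, at -0.13 (standard error 0.09). In these 3 lists 0 genes passed adjusted over the list alone or over all genes, from limma, and 4, 4 and 0 genes had an unadjusted p under 0.05.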

**Fig. 2:**
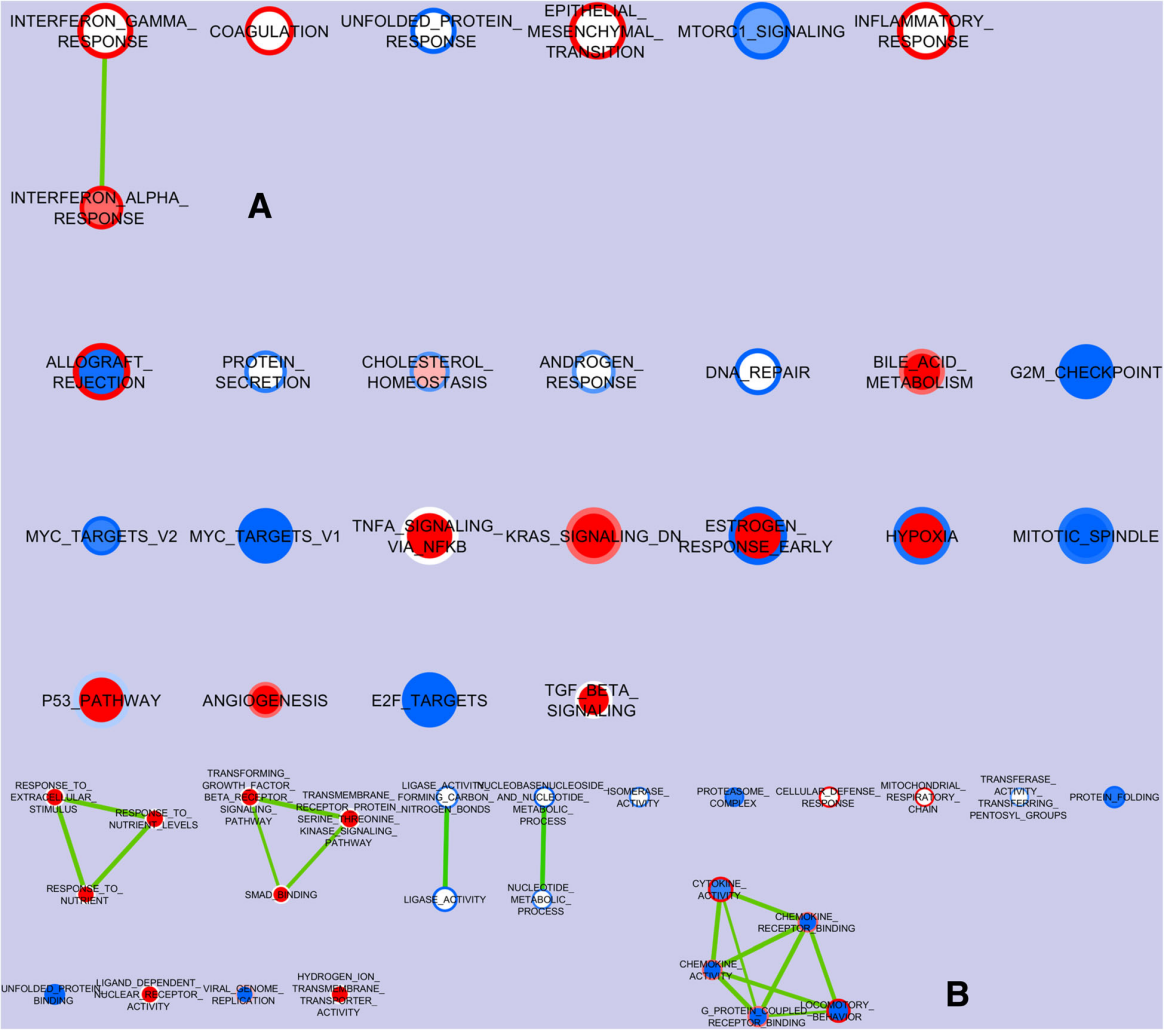
The nodes of the gene sets enriched in the oxyntic mucosa of piglets early associated with CA as compared to the SA piglets and sampled at two or three weeks of age. **a** The entire picture regarding the Hallmark gene set, summarizing the main biological states or processes; **b** Picture of nodes obtained with the more detailed gene ontology (GO) gene set after the removal of those related to cell mitosis; the nodes represent gene sets. The color on the center of the node represents the results of the trial ending at 2 wk; the color on the ring visualizes the trial ending at 3 wk. The edges represent the link of two or more gene sets sharing the same core group of genes explaining the enrichment of each of the gene sets. Enrichment significance (*P*-value) is conveyed as node color intensity where red stands for upregulation at 2 or 3 wk in the CA piglets, and blue stands for downregulation as compared with the SA piglets. The node size represents the number of genes in the gene set

In addition to the gene sets of the Hallmark catalogue, represented in Fig. 2a, the new cured gene set oxyntic mucosa was upregulated by the CA at both two and three weeks of age (Table 3). Nevertheless, the upregulation involved more genes in two-week old piglets than in the older piglets. 

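All 14 measured genes of the oxyntic mucosa set were higher in the CA than in the SA piglets at 2 weeks of age, with a median log2 fold change of 0.27 (standard error 0.20). ATP4A and ATP4B, the subunits of the proton pump H+/K+-ATPase, had log2 fold changes of 0.22 (standard error 0.09, n = 6 and 6) and 0.25 (standard error 0.11). PHEROC, the porcine pheromaxein subunit, was at 0.45 (standard error 0.52), and IGFBP5, which binds insulin-like growth factors, at 0.18 (standard error 0.22). PGC, the precursor of pepsin C, was at 0.05 (standard error 0.18), GHRL, the precursor of ghrelin, at 0.05 (standard error 0.11), and IGF1, insulin-like growth factor 1, at 0.04 (standard error 0.09). The set was enriched in CA (normalized enrichment score 1.79, P = 0.00351 by gene permutation, FDR 0.0110; adjusted p = 0.330 with an estimated correlation). Its core enrichment held 10 of the 14 genes, including ATP4A (rank score, the signal-to-noise ratio, 0.659, jackknife standard error 0.698), ATP4B (0.582, standard error 0.534), PHEROC (0.217) and IGFBP5 (0.217), and left out PGC (0.0755), GHRL (0.121), IGF1 (0.135) and KCNJ13 (0.153). The median rank score of the 14 genes was 0.323 (standard error 0.403). These scores are on log2 values with plain SDs, whereas those of Table 3 were equalled on linear values with a minimum SD. From limma, 0 genes passed adjusted over the list alone (lowest adjusted p = 0.100) or over all genes, and 5 had an unadjusted p under 0.05. The call of the set was lost when sample labels were permuted in place of genes (permutation P = 0.26), and its core enrichment held 5 genes without CA piglet 6. PHEROC moved to 0.02 without SA piglet 10 and to 0.81 without CA piglet 3, and IGFBP5 to 0.35 without CA piglet 3 and to 0.09 without CA piglet 6. The signs of PGC (lowest -0.04, without CA piglet 6, and below 0 also without CA piglet 5, SA piglet 7 or SA piglet 8), GHRL (-0.04 without CA piglet 4) and IGF1 (-0.0017 without SA piglet 10) turned when 1 piglet was left out. The mean of the set lay at -0.60 in CA piglet 3 and at 0.45 in SA piglet 9 relative to all piglets, on the log2 scale, against the direction of their groups.

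**Figure D3:**
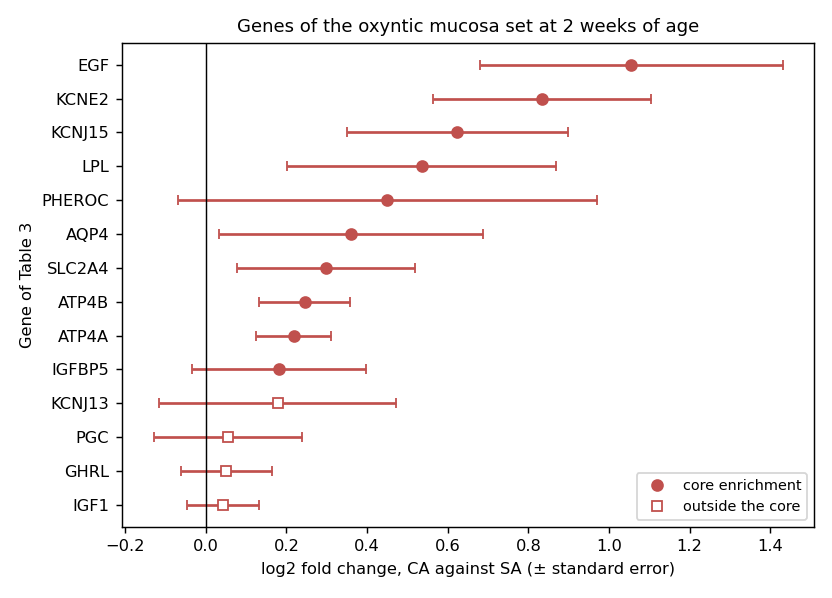
log2 fold change of each measured gene of Table 3 in the CA as compared to the SA piglets at 2 weeks of age, with its standard error (n = 6 and 6). Filled circles are the 10 genes of the core enrichment and open squares the 4 others, and all 14 points lie above 0.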

Potassium voltage-gated channel, Isk-related family, member 2 (*KCNE2*), epidermal growth factor (*EGF*), Anion exchanger 2 (*SLC4A2*), Lipoprotein lipase (*LPL*), potassium inwardly rectifying channel, subfamily J, member 15 (*KCNJ15*) and solute carrier family 2 (facilitated glucose transporter), member 4 (*SLC2A4*) genes were enriched at both ages of the piglets.

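KCNE2, the channel subunit that recycles potassium for acid secretion by parietal cells, reached a log2 intensity of 9.17 ± 0.47 (SD, n = 6) in the CA and 8.34 ± 0.60 (SD, n = 6) in the SA piglets at 2 weeks of age. Its log2 fold change was 0.83 (standard error 0.27; two-sided exact permutation p = 0.0325). EGF, a growth factor of the gastric epithelium, was at 7.20 ± 0.41 in the CA and 6.14 ± 0.98 in the SA piglets, a log2 fold change of 1.06 (standard error 0.38; exact permutation p = 0.0411). KCNJ15, an apical potassium channel of parietal cells, was at 9.79 ± 0.56 and 9.17 ± 0.53, a log2 fold change of 0.62 (standard error 0.27; exact permutation p = 0.0758). LPL, the lipase that releases fatty acids from lipoproteins, was at 8.72 ± 0.79 and 8.19 ± 0.52, a log2 fold change of 0.54 (standard error 0.33; exact permutation p = 0.193). SLC2A4, the insulin-regulated glucose transporter, was at 8.04 ± 0.57 and 7.74 ± 0.23, a log2 fold change of 0.30 (standard error 0.22; exact permutation p = 0.264). The rank scores of KCNE2, EGF, KCNJ15, LPL and SLC2A4 on log2 values were 0.780, 0.757, 0.573, 0.410 and 0.371. Linear values with a minimum SD, which equalled the scores of Table 3, gave 0.729, 0.583, 0.576, 0.578 and 0.479. All 5 genes belonged to the core enrichment. None of these differences passed after Benjamini-Hochberg adjustment over the 43 genes tested in this way (lowest adjusted p of the 5 genes, 0.394 by exact permutation). Without CA piglet 3, the log2 fold changes of LPL and SLC2A4 became 0.85 and 0.52. Their lowest values with 1 piglet left out were 0.40 and 0.22. SLC4A2 was not analysed here.

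**Figure D4:**
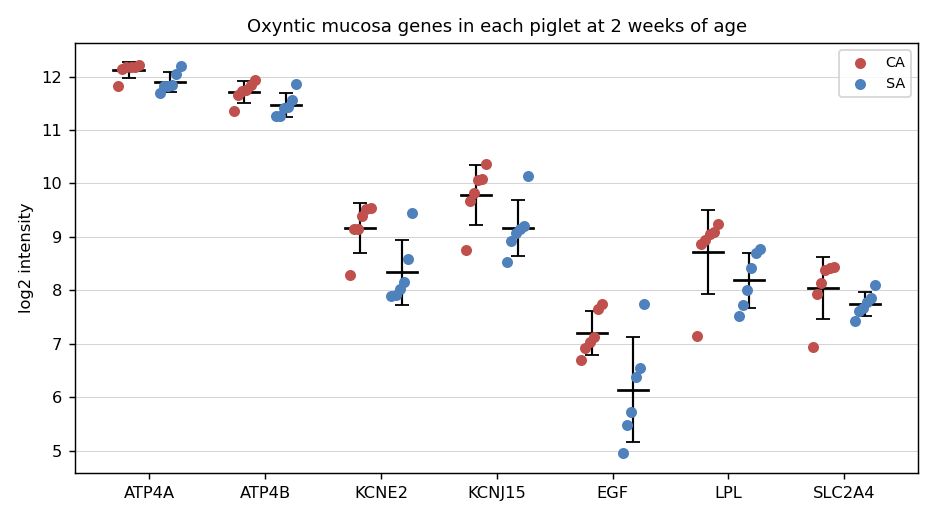
log2 intensity of 7 genes of the oxyntic mucosa set in each CA (red) and SA (blue) piglet at 2 weeks of age. Black lines are the group means and bars 1 SD (n = 6); the range of EGF runs from 6.71 to 7.74 in the CA and from 4.95 to 7.74 in the SA piglets.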

**Table 3:** List of genes enriched or not inside the new cured gene set oxyntic mucosa tested inside the Hallmark catalogue

		Trial 1 (2-week-old piglets)		Trial 2 (3-week-old piglets)	
Gene product	Gene name	Rank enrichment score^a^	Core enrichment	Rank enrichment score^a^	Core enrichment
Potassium voltage-gated channel, Isk-related family, member 2	*KCNE2*	0.729	Yes	0.330	Yes
Epidermal growth factor	*EGF*	0.583	Yes	0.185	Yes
Anion exchanger 2	*SLC4A2*	0.580	Yes	0.176	Yes
Lipoprotein lipase	*LPL*	0.578	Yes	0.321	Yes
Potassium inwardly rectifying channel, subfamily J, member 15	*KCNJ15*	0.576	Yes	0.406	Yes
Chloride intracellular channel 6	*CLIC6*	0.495	Yes	0.070	No
Solute carrier family 2 (facilitated glucose transporter), member 4	*SLC2A4*	0.479	Yes	0.275	Yes
ATPase, H^+^/K^+^ exchanging, β polypeptide	*ATP4B*	0.417	Yes	0.058	No
ATPase, H^+^/K^+^ exchanging, α polypeptide	*ATP4A*	0.371	Yes	0.013	No
Insulin-like growth factor binding protein 5	*IGFBP5*	0.266	Yes	0.055	No
Pheromaxein, subunit C	*PHEROC*	0.248	Yes	−0.048	No
Acquaporin 4	*AQP4*	0.236	Yes	0.006	No
Potassium inwardly rectifying channel, subfamily J, member 13	*KCNJ13*	0.167	No	0.202	Yes
Ghrelin	*GHRL*	0.094	No	−0.237	No
Trefoil factor 1	*TFF1*	0.093	No	0.002	No
Pepsinogen C	*PGC*	0.075	No	−0.072	No
Insulin-like growth factor 1	*IGF1*	0.067	No	0.401	Yes
Pepsinogen B	*PGB*	−0.023	No	−0.202	No
Chitinase, acidic	*CHIA*	−0.089	No	−0.121	No

^a^Reflects the relative degree to which a gene is overrepresented at the top (positive sign) or bottom (negative sign) of the ordered dataset

Figure 2b visualizes the nodes of the gene sets of the C5 catalogue (based on Gene Ontology), differentially enriched in the CA or the SA piglets at 2 or 3 wk of age following the same scheme as Fig. 2a. From the figure, all the gene sets related to cycling activity and mitosis regulation, already shown in Fig. 2a, were depicted. The figure primarily shows that two groups of gene sets, related respectively to response to nutrient stimulus and to transforming the growth factor β (TGFB) pathway were upregulated by the CA in 2-week-old piglets, but not in older pigs; a group of gene sets related to chemokine activity was down- and upregulated with CA in piglets of two and three weeks of age respectively as compared to the SA.

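Genes that respond to nutrients were enriched in the CA piglets at 2 weeks of age, whereas chemokine genes went both ways, with a core of them lower. Of 27 measured genes of the response to nutrient, 21 were higher in CA (normalized enrichment score 2.02, FDR 0.00140 by gene permutation; adjusted p = 0.330 with an estimated correlation), with a median log2 fold change of 0.11 (standard error 0.05). SQSTM1, an autophagy receptor, had a log2 fold change of 0.35 (standard error 0.10, n = 6 CA and 6 SA piglets), as did GABARAPL1, a protein of the autophagosome (standard error 0.10). TRIB3, a pseudokinase induced by amino acid shortage, was at 0.38 (standard error 0.18). In this list 0 genes passed adjusted over the list alone (lowest adjusted p = 0.0565 from limma) or over all genes, and 3 had an unadjusted p under 0.05. Of 34 genes of TGFB signaling, 20 were higher (score 1.35, P = 0.0955 by gene permutation), which did not pass. SMAD7, an inhibitory SMAD induced by TGFB, was at 0.34 (standard error 0.13), and INHBA, a subunit of activin, at 0.12 (standard error 0.05). The TGFB list passed when genes were ranked on linear values with a minimum SD (score 1.74, P = 0.00394 by gene permutation). That ranking, and not the one on log2 values, equalled the paper's rank scores for the measured genes of Table 3. On log2 values, the TGFB list was not called with sample labels permuted (permutation P = 0.3). Nor did it pass camera with an estimated correlation (adjusted p = 0.485). Of 38 genes of chemokines and their receptors, 18 were lower and 20 higher, and the list passed as impoverished in CA (score -1.77, FDR 0.0110; adjusted p = 0.432 with an estimated correlation). Its median log2 fold change was 0.01 and its mean -0.12, since a core of 11 genes differed more than the rest. Among these, CXCR4, the receptor of CXCL12 on leukocytes, was at -0.30 (standard error 0.13). The call of the chemokine list was lost with sample labels permuted (score -1.46), without CA piglet 1 (-1.40), with weight 0 (-1.45) and without dim features. This list also did not pass camera with its preset correlation (adjusted p = 0.0944). In the TGFB and chemokine lists 0 genes passed adjusted over the list alone.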

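Among the other groups of gene sets of Fig. 2b, genes of nuclear receptors and of proton transport were higher in the CA piglets at 2 weeks of age, and those of the proteasome and of protein folding were lower. Of 33 measured nuclear receptors, 27 were higher (normalized enrichment score 1.74, FDR 0.00929 by gene permutation; adjusted p = 0.330 with an estimated correlation). NR1D1, a repressor of the circadian clock, had a log2 fold change of 0.32 (standard error 0.14, n = 6 CA and 6 SA piglets), and THRB, a thyroid hormone receptor, one of 0.35 (standard error 0.18). The mean of the nuclear receptors stood apart in CA piglet 4, at 0.20 against 0.03 or lower in the other CA piglets, and in SA piglet 9, at 0.060 against -0.04 or lower in the other SA piglets. Without these piglets the score was 1.56 and 1.75. Of 28 genes of proton transport, of which 2 (ATP4A and ATP4B) belong to the oxyntic mucosa set, 17 were higher (score 1.54, FDR 0.0581; adjusted p = 0.588 with an estimated correlation). Their median log2 fold change was 0.02 (standard error 0.03). ATP6V1G3, a subunit of the vacuolar proton pump, was at 0.31 (standard error 0.10). Of 14 genes of the proteasome, 12 were lower (score -2.23, FDR 0.00119; adjusted p = 0.330 with an estimated correlation), with PSMA3, a subunit of its core, at -0.26 (standard error 0.10). Of 28 genes of protein folding, 24 were lower (score -2.55, FDR 0.00119; adjusted p = 0.330 with an estimated correlation). DNAJA1, a co-chaperone of heat shock proteins, was at -0.23 (standard error 0.10), and CCT4, a subunit of a cytosolic chaperonin, at -0.18 (standard error 0.09). In these 4 lists 0 genes passed adjusted over the list alone or over all genes, from limma. The call of proton transport was lost without any 1 of 7 piglets (lowest score 1.14, without CA piglet 4) and under 4 other rankings or weights (lowest 0.90). When sample labels were permuted, the calls of proton transport and the proteasome were lost (permutation P = 0.15 and 0.05). Proton transport also did not pass camera with its preset correlation (adjusted p = 0.167).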

A second gene enrichment study was generated to demonstrate the effect of early association with microbiota of different complexities regarding the enrichment of gene sets expressed in the porcine oxyntic mucosa fed each of the two diets. Figure 3a visualizes the nodes of the gene sets of the Hallmark catalogue, enriched (color red) or impoverished (color blue) in samples from the CA piglets as compared to the SA piglets, and fed the MCT or the CTRL diet (represented by the center and the ring of each node, respectively). As compared to the SA piglets, the CA enriched genes in the sets related to both the interferon α and γ response when the CTRL diet was given while the same sets were impoverished by the CA with the MCT diet. The CA downregulated 5 gene sets in both the diets, all related to controlling the cell cycling, cellular transformations and the related stress-induced homeostatic mechanisms of DNA control and replication. Another 3 gene sets were also downregulated by the CA, including mTORC-related protein synthesis and cellular stress response related to the endoplasmic reticulum. Conversely, 3 gene sets were downgraded by the CA only when the CTRL diet was used, including the set related to protein secretion. The set of genes related to inflammatory response was enriched in the CA piglets fed only the CTRL diet while the TNFα and reactive oxygen species pathway sets were enriched in the SA piglets.

**Fig. 3:**
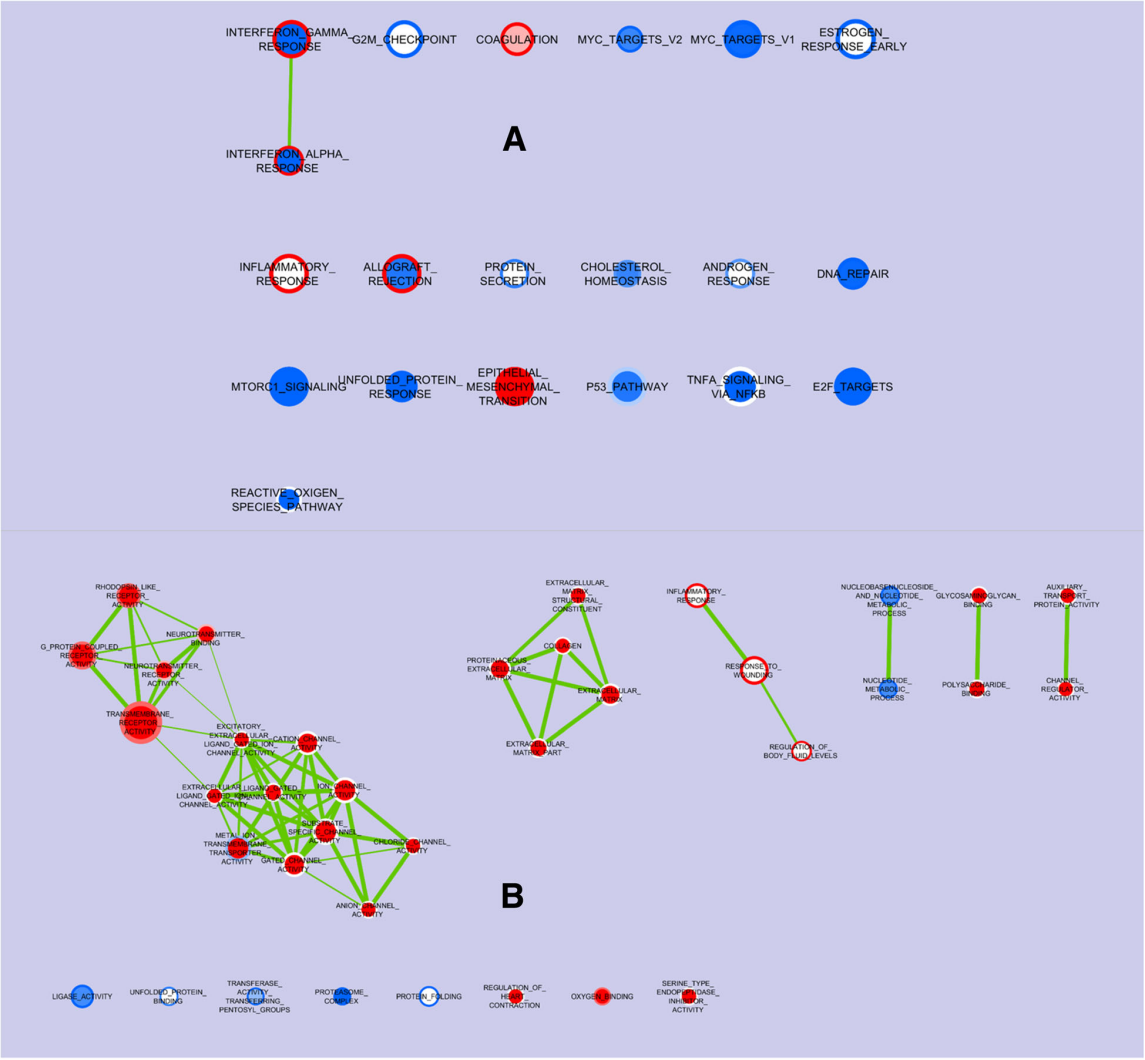
The nodes of the gene sets enriched in the oxyntic mucosa of piglets early associated with the CA as compared to the SA piglets, and supplemented with medium chain fatty acids (MCTs) or not (CTRL). **a** The entire picture for the Hallmark gene set, summarizing the main biological states or processes; **b** Picture of nodes obtained with the more detailed GO gene set; Nodes represent gene sets. The color on the center of the node represents the MCT diet; the color on the ring represents the CTRL diet. The edges represent the link of two or more gene sets sharing the same core group of genes, thus explaining the enrichment of each of the gene sets. Enrichment significance (*P*-value) is conveyed as node color intensity where red stands for upregulation in the CA piglets fed the MCT or the CTRL diets, and blue for downregulationas compared with the SA piglets. The node size represents the number of genes in the gene set

Figure 3b shows the nodes of the gene sets of the C5 catalogue (based on Gene Ontology), differentially enriched in the CA or the SA piglets, supplemented with medium chain fatty acids (MCTs) or not (CTRL), following the same scheme as Fig. 2a. Compared to the SA, the gene sets related to transmembrane receptor activity, including that of the neurotransmitters, were enriched in the CA piglets, particularly when fed the MCT diet (as demonstrated by the more intense red coloration). With the MCT diet, several gene sets related to anion channel activity were enriched by the CA as compared to the SA.

A third gene enrichment study was generated to demonstrate the effect of the different diets on the enrichment of the gene sets in the oxyntic mucosa from pigs which had an early association with microbiota of different complexities. Figure 4a shows the nodes of the gene sets of the Hallmark catalogue, enriched (color red) or impoverished (color blue) in samples from piglets fed the MCT diet compared to CTRL-fed piglets, and belonging to the CA or the SA group (represented by the ring and the center of each node, respectively). The MCT diet enriched gene sets of INFLAMMATORY_RESPONSE, TNFA_SIGNALING_VIA_NFKB, IL2_STAT5_SIGNALING, COMPLEMENT and also EPITHELIAL_MESENCHYMAL_TRANSITION, whatever the type of early association with the microbiota. As compared to the CTRL diet, feeding with the MCT diet impoverished genes in the sets related to both interferon α and γ response in the CA piglets while the same gene sets were enriched with the MCT diet in the SA piglets. Furthermore, ALLOGRAFT_REJECTION, IL6_JAK_STAT3_SIGNALING, APOPTOSIS, KRAS_SIGNALING_UP were also enriched by MCTs only in the SA piglets.

**Fig. 4:**
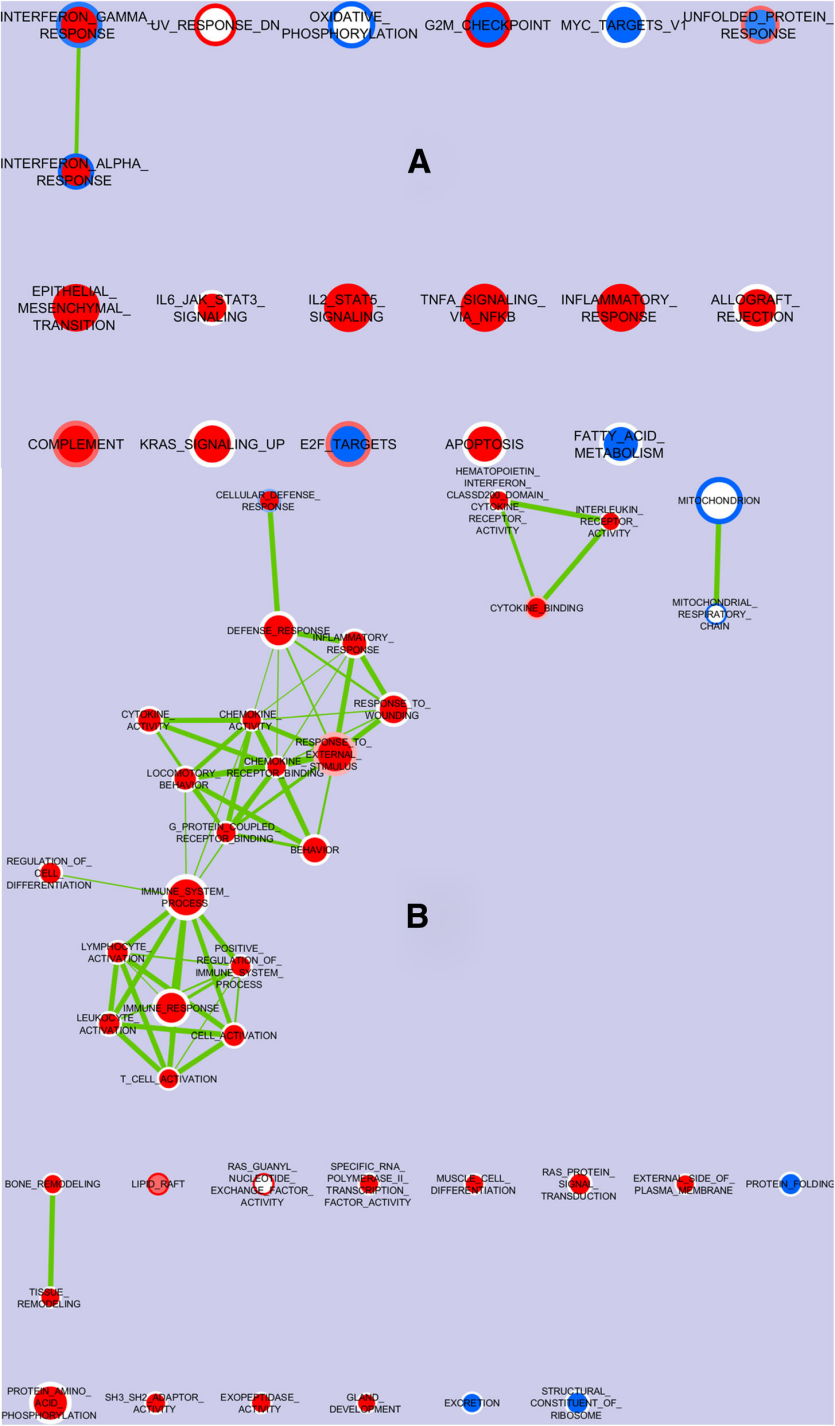
The effect of supplemention with a fortified diet with (MCT) or not (CTRL) on the nodes of the gene sets enriched in the oxyntic mucosa of piglets early associated with the CA) or the SA. **a** The entire picture for Hallmark gene set, summarizing the main biological states or processes; **b** Picture of nodes obtained with the more detailed GO gene set; the nodes represent the gene sets. The color on the ring represents the CA piglets while the color at the center of the node represents the SA piglets. The edges represent the link of two or more gene sets sharing the same core group of genes, thus explaining the enrichment of each of the gene sets. Enrichment significance (*P*-value) is conveyed as node color intensity where red stands for upregulation in the CA or the SA piglets fed the MCT diet, and blue for downregulation as compared with the CTRL-fed piglets. The node size represents the number of genes in the genen set

Several nodes were also observed with the more detailed GO catalogue (Fig. 4b) with the MCT diet in the SA piglets as compared to the CTRL diet: a large network of gene sets related to chemokine and cytokine activity and binding, immune cell activation and, in general, the positive regulation of the immune system process; sparse gene sets including those related to tissue modelling and differentiation.

## Discussion

The joint visualization of the results of the two experiments allowed demonstrating that some patterns of stimulation of gene groups are constantly related to the type of early association to microbiota, at least for the age range of our piglets. Conversely, other gene groups were regulated by the early treatment of pigs in a more age dependent manner. In general, early association with a complex starter microbiota tended to anticipate functional maturation while association with a simplified microbiota stimulated the cell cycles in the oxyntic mucosa.

### Proliferative response in the oxyntic mucosa

The local action of pathogenic bacteria can overactivate a range of growth signaling pathways within the gastric mucosa, thus altering the physiological balance between growth and apoptosis [17, 18]. On the contrary, in rats, the probiotic bacteria can have a restorative action on an acetic-induced gastric ulcer, reestablishing correct cell proliferation [19]. Bacteria can also produce putrescine and spermidine, the short-chain aliphatic amines involved in the regulation of cell proliferation and differentiation [20]. In our study, the early provision of a complex starter microbiota to the piglets favorably prevented the activation of pathways related to cycling activity and mitosis regulation steps (Fig. 1a) in the gastric mucosa at an age of two and three weeks as compared to the association with a simple microbiota. This may have been related to the observation that a short encounter with a complex microbiota in early life could be sufficient to influence the intestinal microbiota in the following weeks ([21] which was the same animal experimental design of trial 1. Nevertheless, the reduction of proliferative activity in the CA piglets was not accompanied by an insufficient maturation of the oxyntic mucosa but, on the contrary, several major genes implicated in the activity of the parietal cells or typical of the gastric mucosa were upregulated (Table 1).

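Genes of parietal cells, in a list that overlaps the set of Table 3, were higher in the CA piglets at 2 weeks of age. Of 16 measured genes of parietal cells, of which 2 (KCNE2 and AQP4) belong to the oxyntic mucosa set, 15 were higher in CA (normalized enrichment score 2.22, FDR 0.00119 by gene permutation; adjusted p = 0.330 with an estimated correlation), with a median log2 fold change of 0.37 (standard error 0.18). HRH2, the histamine receptor that triggers acid secretion, had a log2 fold change of 0.47 (standard error 0.20, n = 6 CA and 6 SA piglets), SLC26A7, an anion exchanger of parietal cells, one of 0.38 (standard error 0.19), and MFSD4A, a membrane transporter, one of 0.58 (standard error 0.21). The mean of the parietal cell genes lay at 0.40 in SA piglet 9, against -0.18 or lower in the other SA piglets and above 5 of the 6 CA piglets, relative to all piglets on the log2 scale. Of 11 genes of chief cells, 10 were higher (score 1.63, FDR 0.0488; adjusted p = 0.330 with an estimated correlation). PDIA2, a disulfide isomerase of secretory cells, was at 0.34 (standard error 0.20), and CYM, the milk-clotting protease chymosin, at 0.08 (standard error 0.06). Of 23 genes of enteroendocrine cells, 18 were higher (score 1.69, FDR 0.0245; adjusted p = 0.432 with an estimated correlation). RAB3B, a protein of vesicle release, was at 0.29 (standard error 0.12), HDC, which makes histamine, at 0.42 (standard error 0.26), and TPH1, which starts the synthesis of serotonin, at 0.39 (standard error 0.27). Of 18 genes of mucous cells, 12 were higher (score 0.80, P = 0.757 by gene permutation), which did not pass, with MUC6, a gland mucin, at 0.25 (standard error 0.14) and GCNT3, a glycosyltransferase of mucins, at -0.84 (standard error 0.64). In these 4 lists 0 genes passed adjusted over the list alone or over all genes, from limma, while 3, 0, 1 and 1 genes had an unadjusted p under 0.05. The chief cell call was lost without CA piglet 4 (score 1.24) or SA piglet 11 (1.46) and under 3 other rankings (lowest 1.12), and that of enteroendocrine cells without CA piglet 1 (1.41), CA piglet 4 (1.28), SA piglet 10 (1.19) or SA piglet 12 (1.47).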

### Acidic secretion function

Inside the stomach, the oxyntic mucosa is characterized by a very large and highly expressed array of genes for ion and water protein channels [16] as compared to the pyloric mucosa (and also to the intestinal mucosa). Thus, the observation that the new cured set of genes typical of the oxyntic mucosa was enriched in the CA piglets as compared to the SA piglets was important. The enrichment involved fewer genes in piglets sacrificed at an older age; especially at 3 wk of age no different expression was seen for the two genes, *ATP4A* and *ATP4B,* involved in the synthesis of H^+^/K^+^ −ATPase (Table 1). This may indicate that the potential of the proton pump to exchange luminal potassium with cytoplasmic hydronium was no different at this age between the CA and the SA piglets. Nevertheless, epidermal growth factor (EGF) is a growth factor important for gastric maturation and the constant upregulation of EGF may indicate that the local paracrine control was more active in the CA, including the stimulation of gastrin from the pyloric area [22]. Other potassium channels implicated in the K+ balance of parietal cells were also upregulated. In particular, several overlapping nodes of genes related to anion channel activity were upregulated in piglets fed MCTs which were early associated with a complex microbiota as compared to SA-associated piglets fed the same diet (Fig. 2b). This indirectly confirmed again that the oxyntic mucosa from the CA piglets was already more able to adapt to different dietary conditions. 

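Of 30 measured genes of ion and water channels, 23 were higher in the CA than in the SA piglets at 2 weeks of age, which did not pass the test (normalized enrichment score 1.44, P = 0.0562 by gene permutation, FDR 0.112). AQP4, the basolateral water channel of parietal cells, had a rank score of 0.275 on log2 values. It had a place in the core enrichment of the oxyntic mucosa set. Its log2 fold change was 0.36 (standard error 0.33, n = 6 and 6). KCNJ13, another inwardly rectifying potassium channel, was at 0.18 (standard error 0.29), at -0.01 without CA piglet 6 and at 0.37 without CA piglet 3. ANO1, a calcium-activated chloride channel, was on the other side at -0.24 (standard error 0.12). From limma, 0 genes of this list passed adjusted over the list alone or over all genes, and 2 had an unadjusted p under 0.05. The list passed under each of the 7 other rankings, weights, feature rules and filters (scores 1.51 to 2.00), and without CA piglet 2 (1.49), SA piglet 7 (1.5), SA piglet 9 (1.69) or SA piglet 12 (1.63). Of its genes, 4 belong to the oxyntic mucosa set. AQP4 moved to 0.59 without SA piglet 9 and to 0.21 without CA piglet 6.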

Notably, the most representative gene of these nodes for differential expression was the gene coding for chloride channel accessory 1 (*CLCA1*) which ranked 5^th^ in the list of upregulated genes. The CLCA1 and CLCA2 products in the stomach were characteristic of the luminal membranes of the murine gastric parietal cells [23] and also of surface mucosa.

### Maturation of gastric signaling, enteroendocrine control and neuronal controls

In the piglets that had been associated with a complex microbiota, particularly when fed the MCT diet, the connected nodes G_PROTEIN_COUPLED_RECEPTOR (GPCR)_ACTIVITY, RHODOPSIN_LIKE_RECEPTOR_ACTIVITY and NEUROTRANSMITTER_ _RECEPTOR_ACTIVITY were enriched of activated genes (Fig. 2b). Several GPCRs are important for the maturation of the gastric mucosa [24] and for the ghrelin-secreting cells [25]. In the list of upregulated genes of these nodes, the highest rank was for the gene for 5-hydroxytryptamine (Serotonin) receptor 1B, G protein-coupled (*HTR1B*). Serotonin is produced in the gastric mucosa by the enterochromaffin cells and the variation of this gene demonstrates the interacting role of early priming by the microbiota and the diet which controls the serotonergic signaling in the oxyntic mucosa. Some metabolites derived from the gut microbiota can modulate serotonin expression in the colon [26]. Furthermore, the gene for another serotonin receptor (number 4) was co-associated with the serotonin transporter gene across different states of microbial association colonization stages in the mouse colon [27].

The CA treatment enriched the complex of nodes related to neurotransmitter binding, to neurotransmitter receptor activity and to transmembrane receptor activity. The gastric parietal cells are innervated by secretomotor neurons and stimulated to release acid, and the same is also true for the chief cells which release pepsinogen. The gastric acid secretomotor neurons are cholinergic [28]. Thus, the CA could have better activated neuronal control of the gastric secretions, as indicated by its first rank in the list of the genes of the cholinergic receptor, nicotinic, alpha 2 (neuronal) (*CHRNA2*). Another high-ranking gene was the gamma-aminobutyric acid (GABA) A receptor, gamma 2 (*GABRG*2). In the stomach, the cholinergic enteric neurons present GABAergic neuron immunoreactivity; GABA may also be sensed as hormonal and paracrine signaling [29]. Interestingly, GABA is produced by several common gut commensals, including some lactic acid bacteria [30]. In fact, our observation could be associated with the presence of a more developed and complex gastric microbiota.

### Induction and regulation of the gastric immune system and local inflammation by both the microbiota and the diet

In general, it has been well demonstrated that, in mammals, the first week of life are extremely relevant for the induction of proper maturation of all the key actors of innate and acquired defenses in the gut, in functional dependence on the host antigenic experience. Specifically, in piglets, in the passage from the 2^nd^ to the 4^th^ wk of age, the intestinal mucosa becomes colonized by CD4 + T cells and the number of intraepithelial lymphocytes, and IgM + B cells start to appear in small numbers [31].

The degree of activation of different pathways related to the induction and the regulation of the gastric immune system and local inflammation by the microbiota changed with the age of the animals according to the type of previous association with microbiota and diet. With the control diet, the piglets sampled at three weeks of age which had been associated with a complex microbiota had overlapping enriched nodes related to interferon α and γ, cellular defense response and inflammatory response as compared to the SA piglets (Fig. 1a). This activation was also linked to more activity and the receptor binding activation of the cytokines (Fig. 1b). Of the genes in these groups, there was gene coding for chemokine (C-X-C motif) ligand 11 (*CXCL11*) which ranked 2^nd^ in the list of all genes. The chemotactic protein CXCL11 is involved in mature T-cell recruitment and is induced by interferon γ [32]. All the piglets were apparently healthy and, thus, this could be interpreted in the general situation of the higher functional maturity of the CA piglets. The presence of a remodeling phase in the older CA piglets versus the SA piglets could also be supported by the enrichment of gene sets COAGULATION and EPITHELIAL_MESENCHIMAL_ TRANSITION where the first ranking gene was matrix metalloproteinase 3 (*MMP3*) responsible for tissue remodeling [33]. The differential maturation of the immune cells associated with the gastric tissue of the CA piglets as compared to the SA piglets is also indicated by the higher expression of a gene not considered in the two GSEA catalogues, JCHAIN (Joining chain of multimeric IgA and IgM). The product of the JCHAIN is essential for the fusion of two monomer units of either IgM or IgA, also cooperating with their binding to the secretory component. This gene is induced by long-term bacterial colonization [34].

With MCTs, the interferon α and γ gene sets were stimulated in the SA piglets (Fig. 2a), but not in the CA piglets, indicating that the presence of MCTs in the diet could condition these piglets to a maturation such as that of the CTRL-fed CA piglets. These observations relating to the CTRL-fed piglets are, in some ways, in contrast with those obtained in the 1^st^ trial with the 2-week-old piglets. In this case, in addition to the already mentioned general mitotic stimulation, the sets of genes for cytokine/chemokine activity and chemokine receptor binding were enriched with the SA diet. 

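Cytokine genes did not pass the test as a group in the CA as compared to the SA piglets at 2 weeks of age. Of 45 measured cytokines, 23 were lower in CA (normalized enrichment score -0.93, P = 0.574 by gene permutation). TNFSF13B, a survival factor of B cells, had a log2 fold change of -0.21 (standard error 0.07, n = 6 and 6), and TNFSF11, a ligand needed for lymphoid tissue and bone, one of -0.38 (standard error 0.14). Of 29 chemokine ligands, 14 were lower in CA. The list of chemokines and their receptors passed as lower (score -1.77, FDR 0.0110 by gene permutation). By camera it passed neither with the preset correlation (adjusted p = 0.0944) nor with an estimated one (adjusted p = 0.432). CCL20, which attracts dendritic cells and lymphocytes to the mucosa, was at -0.91 (standard error 0.43), and CCL4, which attracts monocytes and T cells, at -0.46 (standard error 0.19). On the other side, CCL26, a ligand of eosinophils, was at 0.23 (standard error 0.07), and CCL21, which guides lymphocytes to lymph vessels, at 0.37 (standard error 0.19). From limma, 0 of the 45 cytokines and 0 of the 29 ligands passed adjusted over the list alone or over all genes, and 2 cytokines and 4 ligands had an unadjusted p under 0.05.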

Several chemokines characterized by the CXC motif were represented at the top of the core genes characterizing the enriched gene sets, including CXCL11. This led us to conclude that an early association of newborn piglets with a complex microbiota favorably prevents the activation of pathways related to cell division and inflammatory development in the gastric mucosa at an age of two weeks as compared to the association with a simple microbiota.

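CXCL9, CXCL10 and CXCL11, interferon-induced ligands of the same receptor on T cells, were the CXC chemokines with the largest differences at 2 weeks of age. CXCL9 had a log2 intensity of 4.57 ± 0.41 (SD, n = 6) in the CA and 6.15 ± 1.18 (SD, n = 6) in the SA piglets, a log2 fold change of -1.58 (standard error 0.44; two-sided exact permutation p = 0.0195). CXCL11 was at 4.46 ± 0.40 and 5.48 ± 1.25, a log2 fold change of -1.02 (standard error 0.46; exact permutation p = 0.102), and CXCL10 at 6.35 ± 0.54 and 7.24 ± 1.09, one of -0.90 (standard error 0.43; exact permutation p = 0.113). Of the SA piglets, 4 lay above each CA piglet for CXCL9 and 4 for CXCL11. Of the 10 measured CXC ligands, 5 were lower in CA; CXCL8, which attracts neutrophils, was at -0.12 (standard error 0.21), PPBP, a platelet chemokine, at -0.11 (standard error 0.07), and CXCL16, a membrane-bound ligand, at 0.19 (standard error 0.19). CXCL14, a chemokine of epithelia, was at 0.01 (standard error 0.06), CXCL12, made by stromal cells, at 0.01 (standard error 0.15), CXCL2, another neutrophil ligand, at 0.03 (standard error 0.09), and AMCF-II, a porcine neutrophil chemokine, at 0.01 (standard error 0.07). The signs of CXCL14, CXCL12 and AMCF-II turned when each array was centred on its median (-0.01 for each), and that of CXCL2 turned with array weights (-0.03). Their signs also turned when 1 piglet was left out, farthest without SA piglet 10 for CXCL14 (-0.01) and CXCL12 (-0.09), SA piglet 9 for AMCF-II (-0.02) and CA piglet 4 for CXCL2 (-0.03). CXCL8 moved between -0.29 (without CA piglet 3) and -0.02 (without CA piglet 1), and CXCL16 between 0.07 (without CA piglet 6) and 0.28 (without CA piglet 5). CXCL9 did not pass adjusted over the list alone, that of the chemokine ligands (adjusted p = 0.0913 from limma). Nor did it pass over the 43 genes adjusted together by exact permutation (adjusted p = 0.394). Over the list alone it passed without SA piglet 7 (adjusted p = 0.0129 from limma) or SA piglet 9 (0.0193). These are the SA piglets with its lowest levels (log2 intensity 4.69 and 4.84). CXCL9, CXCL11, PPBP, CXCL8, CXCL2 and AMCF-II lay below the median feature of the array.

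**Figure D5:**
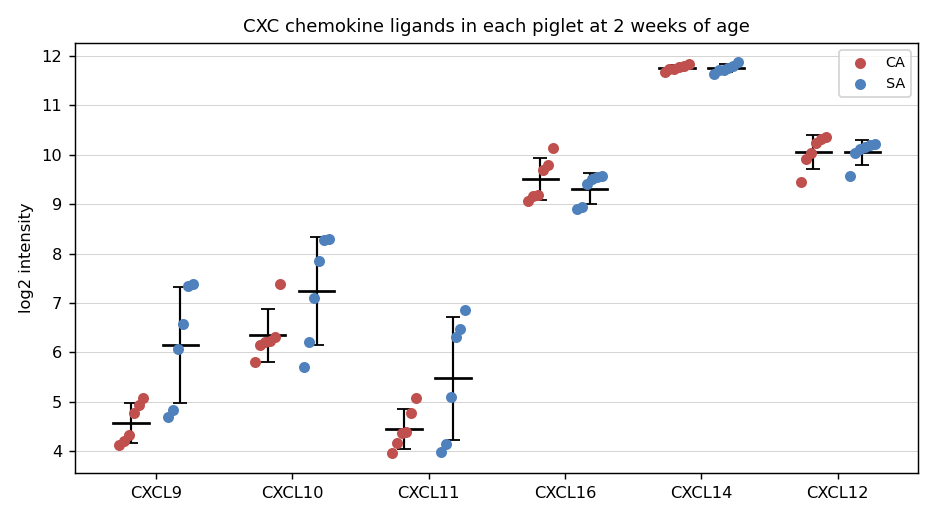
log2 intensity of 6 CXC ligands in each CA (red) and SA (blue) piglet at 2 weeks of age. Black lines are the group means and bars 1 SD (n = 6); CXCL9 runs from 4.12 to 5.09 in the CA and from 4.69 to 7.38 in the SA piglets.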

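Genes of the interferon response and of TNF signaling were mostly higher in the CA piglets at 2 weeks of age, without passing the test. Of 30 measured interferon response genes, 23 were higher in CA (normalized enrichment score 1.40, P = 0.0726 by gene permutation). MX1, an antiviral GTPase, had a log2 fold change of 0.82 (standard error 0.41, n = 6 CA and 6 SA piglets) and XAF1, a factor of interferon-induced cell death, one of 0.44 (standard error 0.23). PSMB9 and PSMB8, subunits of the immunoproteasome, were on the other side at -0.36 (standard error 0.21) and -0.19 (standard error 0.13). Of 31 genes of TNF and NF-kB signaling, 18 were higher (score 1.36, P = 0.0913 by gene permutation), such as the immediate early genes JUN, at 0.31 (standard error 0.11), and DUSP1, at 0.29 (standard error 0.14). Of 16 genes of granulocytes and mast cells, 11 were higher (score 1.43, P = 0.0728 by gene permutation). ALOX15, a lipoxygenase of eosinophils, was at 0.27 (standard error 0.07). It was the 1 gene of that list that passed adjusted over the list alone (adjusted p = 0.0339 from limma). Its mean log2 intensity was 3.78 in the CA and 3.50 in the SA piglets, below the median feature of the array (5.82). In the interferon and TNF lists 0 genes passed adjusted over the list alone, and 0 genes of the 3 lists passed over all genes. The granulocyte list passed without CA piglet 1 (score 1.55), CA piglet 6 (1.59) or SA piglet 9 (1.53), and under rankings with a minimum SD (1.64), on linear values (1.54) and by log2 fold change (1.54). On linear values with a minimum SD, the ranking that equalled the paper's rank scores, the interferon list (score 1.74) and the TNF list (1.74) passed by gene permutation. On log2 values, the interferon and TNF lists were not called with sample labels permuted (permutation P = 0.62 and 0.49). Nor did they pass camera with an estimated correlation (adjusted p = 0.777 and 0.777). In the ranking on log2 values their direction turned without SA piglet 7 (interferon, -0.87), SA piglet 9 (interferon, -0.65) or CA piglet 4 (TNF, -0.81). From the enrichment of the chemokine and cytokine sets and of the mitotic sets in the SA piglets, the paper concludes that early association with a complex microbiota prevented the activation of cell division and inflammatory pathways in the gastric mucosa at this age.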

The diet containing an oil source of medium chain fatty acids in each group of piglets assigned to different early priming programs (3 wk of age, trial 2), in general, activated the inflammatory response, with the involvement of T cell cycling (indicated by the enrichment of IL2_STAT5_sSIGNALING together with TNFA_SIGNALING_VIA_NFKB) (Fig. 3a). This was also particularly associated with the activation of *CCL2* (Chemokine (C-C Motif) Ligand 2) and *CXCL10* (Chemokine (C-X-C Motif) Ligand 10) involved in monocyte chemotaxis and T-cell migration [35]. However, this was particularly evident when MCTs were given to the SA piglets, with a general enrichment of the nodes related to chemokine activity and cytokine binding (Fig. 3b). Interestingly, feeding piglets a diet supplemented with coconut oil increased the intestinal translocation of the bacterial enterotoxin as compared to the control diet or a polyunsaturated oil [36]. The Authors of this study explained this observation with the increased endocytosis of the enterotoxin favored by the innate immune receptor complex based on CD 14/Toll-like receptor 4 (TLR4)/ Lymphocyte Antigen 96. The Authors detected consistent expression of the *TLR4* gene in our data set and a similar action regarding the MCT diet cannot be excluded, with the consequent induction of the inflammatory response by the enterotoxin eventually present in the stomach and derived from resident or transient bacteria.

## Conclusions

The quality of early microbial colonization is important in promoting the functional maturation of the oxyntic mucosa in an age-dependent manner, as indicated by the variation of several genes typical of the oxyntic mucosa and of the gastric tissue in general. Furthermore, this was relevant for establishing a strong balance between the regulation of the immune system and the inflammatory response. The partial dietary substitution of unsaturated fatty acids with a medium chain fatty acid source may have affected the activation of several pathways addressed to the recruitment and the functional maturation of immune cells, especially when the piglets were early associated with a simplified starter microbiota. On the whole, these observations are important for the feed industry when designing strategies to stimulate the gut and immune system maturation of the piglet. Furthermore, the presence of an interaction of the complexity of early microbial colonization with the diet can explain the frequent variable response to early supplemented probiotics to the piglets and be relevant also as a general model for young human studies.

## Abbreviations

ATP4A: ATPase, H^+^/K^+^ exchanging, α polypeptide
ATP4B: ATPase, H^+^/K^+^ exchanging, α polypeptide
CA: Treatment with association with complex microbiota inoculum
CCL2: Chemokine (C-C Motif) Ligand 2
CHRNA2: Cholinergic receptor, nicotinic, alpha 2 (neuronal)
CLCA1: For chloride channel accessory 1
CTRL: Control diet
CXCL10: Chemokine (C-X-C Motif) Ligand 10
CXCL10: Chemokine (C-X-C Motif) Ligand 10
EGF: Epidermal growth factor
FDR: False discovery rate
GABRG2: Gamma-aminobutyric acid (GABA) A receptor, gamma 2
GO: Gene Ontology
HTRIB: for 5-hydroxytryptamine (Serotonin) receptor 1B, G protein-coupled
JCHAIN: Joining chain of multimeric IgA and IgM
KCNE2: Potassium voltage-gated channel, Isk-related family, member 2
KCNJ15: Potassium inwardly rectifying channel, subfamily J, member 15
LPL: Lipoprotein lipase
MCT: Diet with medium chain tryglicerides
MMP3: Matrix metalloproteinase 3 matrix metalloproteinase 3
NES: Normalized enrichment score
SA: Treatment with simplified microbiota
SLC2A4: Solute carrier family 2 (facilitated glucose transporter), member 4
SLC4A2: Anion exchanger 2
T1-T2: Trial 1 and Trial 2
TGFB: Transforming growth factor β
TLR4: Toll like receptor 4

How the deposited data were processed for this re-analysis (not part of the article)

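Gene expression in the oxyntic mucosa of 12 piglets of Trial 1 was analysed, with 6 CA and 6 SA piglets sampled at 2 weeks of age and 1 array per piglet; Trial 2 was not analysed here. The authors hybridized total RNA on Affymetrix porcine gene array strips and processed the arrays with Robust Multichip Analysis in the Affymetrix Expression Console, whose version is not given in the sources used here. The deposited values are intensities on a linear scale, with the background correction, quantile normalization and probe summary of that method already applied by the authors. The number of columns of sample values that were not used is 0. Samples were assigned to CA or SA from their labels, and replicate numbers are pig numbers, which the groups do not share.

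The deposited intensities were converted to log2 before the tests. Features were named through the platform annotation, with 7 symbols updated through their gene identifier and 11 features renamed from an older symbol; 969 genes had several features, and the brightest was used. Each of the 10904 genes was compared with lmFit and eBayes of limma (version 3.58.1 in R 4.3.3) and Benjamini-Hochberg adjustment, with no filter on dim features and no covariate, because litter, sex, pen and array strip are not labelled per piglet. On data simulated for this comparison over the 10904 genes, with 200 genes changed, limma recovered 77.6% of genes changed by 0.5 on the log2 scale, 94.0% of those changed by 1 and 100% of those changed by 2, and 5.73% of its calls were false. The simulated noise was normal and independent between genes. With no change simulated, 576 genes had an unadjusted p under 0.05 from limma, whereas splits of the real piglets gave 152 to 1785. The recovered shares therefore need not hold for the real arrays. Arrays carry no read depth, and their number and the signal over background limit the precision.

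Gene Set Enrichment Analysis was computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Genes were ranked by the signal-to-noise ratio, the difference of the group means over the sum of the group SDs, on log2 values. The running sum had weight 1, P-values came from 10000 random gene sets of the same size, two-sided by sign, and FDR was Benjamini-Hochberg over the 42 lists, each of at least 10 measured genes. The paper's text names gene set permutation and the thresholds, but not the ranking metric. On simulated lists with independent members, 2.0% of unchanged lists of 14 genes and 4.0% of those of 37 genes had P under 0.05, and 100% of lists shifted by 1 SD were recovered. The SE of a rank score is a jackknife over piglets, and that of a list median is taken over piglets. Single genes were also compared by a two-sided exact permutation test over the 924 splits of 12 piglets into 6 and 6, whose smallest possible p is 0.00216. Figures were drawn with matplotlib 3.10.9.

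Named genes were the genes of Table 3, CXCL11 and every measured CXC ligand; the 10 largest changes in each direction at an adjusted p under 0.05 or, where there were fewer, those among genes at an unadjusted p under 0.001; and up to 4 members of each described list with the smallest p. The values of Table 3 were known when this rule was written. Alternatives were other ranking metrics and weights, the mean of all features of a gene, a filter on dim features, quantile normalization again, median centring, moderation with trend, array weights, limma's camera and fry, label permutation and leaving out each piglet in turn; the test of every feature, named or not, was added after the data were examined.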

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

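The tests of an exchanged label, of the relation between list means, and of other splits for the cell cycle lists were chosen after the result was seen. Among 146 groups of 6 piglets tested for a sample far from the others, 15 held one, where about 1 in 20, or 7.3 groups, is the share that chance gives.

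CA piglet 3 and SA piglet 9 lay far from their groups in the stomach and cell cycle genes. CA piglet 3 had the lowest CA value of KCNE2 (8.29 against a nearest value of 9.14, log2 intensity), LPL (7.14 against 8.87), SLC2A4 (6.94 against 7.93), ATP4A (11.8 against 12.1) and PHEROC (7.82 against 9.59), and its mean of the oxyntic mucosa genes was -0.60 against 0.21. SA piglet 9 lay lowest among the SA piglets in the G2/M genes (-0.34 against 0.04) and the mitotic spindle genes (-0.37 against 0.06), and highest in those of parietal cells (0.40 against -0.18), granulocytes and mast cells (0.087 against -0.03) and nuclear receptors (0.060 against -0.04). An exchange of their labels could not be decided. The mean log2 intensity of CXCL9, CXCL10 and CXCL11 was 4.90 in CA piglet 3 and 4.90 in SA piglet 9. With values this close, an exchange of labels would change nothing in this measure. The ranges of the other CA piglets (4.63 to 5.85) and of the other SA piglets (4.96 to 7.5) also overlap. This measure therefore speaks neither for nor against an exchange. All piglets keep the labels they carry, and a difference in the depth of the tissue sampled was not tested.

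The oxyntic mucosa genes were higher in the CA piglets. Chance cannot be excluded, since 29 of 100 splits of the piglets gave an enrichment score as far from 0 (real 1.79, highest other 2.48). More glandular epithelium with less connective tissue and muscle in the CA samples was predicted beforehand to lower genes of muscle, matrix and vessels alike. The 3 lists did not move alike. Genes of angiogenesis and endothelium had a median log2 fold change of 0.11 (standard error 0.07), so that the predicted fall of all 3 was not seen. This does not decide the question. The rise was less than 2 standard errors, and the list holds VEGFA, also made by epithelial cells. Whether vessels fall with muscle and matrix in such samples was not tested. Smooth muscle (-0.07, standard error 0.21) and fibroblasts and matrix (-0.01, standard error 0.08) lay on the side the explanation needs, within their errors, and smooth muscle was called lower under 4 of 7 other settings, so that less muscle or matrix alone stays open. The microbiota stays open as an explanation and was not tested. So does the room, only if the treatments were kept in separate rooms as the sample labels have it, since the paper places 3 piglets of each group in each pen or room.

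The cell cycle genes were lower in the CA piglets. Chance cannot be excluded here either, with 18 of 100 splits giving a mean enrichment score of the 3 lists as far from 0 (real size 2.39, highest other 2.86). Fewer dividing immune cells in the CA samples cannot be told apart from a change in the epithelium, as the genes of T and NK cells had a median log2 fold change of 0.024 (standard error 0.05) and those of B and plasma cells one of 0.012 (standard error 0.07), each within its error of 0. The immune cell lists that the test did not name went both ways. Genes of macrophages and dendritic cells had a median of -0.10 (standard error 0.06), and those of granulocytes and mast cells one of 0.048 (standard error 0.05). Neither list decides the question.

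A further 3 values stood far from their group: GHRL in CA piglet 4 (log2 intensity 10.1 against 9.65), CXCL10 in CA piglet 2 (7.38 against 6.31) and CXCL12 in SA piglet 10 (9.56 against 10.0). The nuclear receptor genes of CA piglet 4 lay highest in their group (0.20 against 0.03). Of cell types for which the paper shows no gene set, genes of parietal cells (normalized enrichment score 2.22), chief cells (1.63) and enteroendocrine cells (1.69) were enriched in the CA piglets by gene permutation. None passed camera with an estimated correlation (adjusted p = 0.330, 0.330 and 0.432). With sample labels permuted, the call of parietal cells was kept (permutation P = 0.01, FDR 0.18) and those of chief (0.09) and enteroendocrine cells (0.23) were lost. This P came from 100 splits of the piglets, the real one included, so that 0.01 is its smallest possible value.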

How the results depend on the processing

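The test of every array feature, named or not, was chosen after the result was seen; the other alternatives were set before the data were examined. No paired analysis was possible because the CA and SA piglets share no replicate numbers. For genes changed, CA against SA, limma called 0 under each alternative, with 243 to 672 genes at an unadjusted p under 0.05 when 1 piglet was left out, 700 with array weights, and 911 when every feature was tested. The oxyntic mucosa set stayed enriched under each ranking, weight, filter and left-out piglet (score 1.66 to 2.15 when 1 was left out), but not with labels permuted (score 1.27) or by camera with an estimated correlation (adjusted p = 0.330). limma's fry, which tests the genes of a set against no change and not against other genes, gave an adjusted p of 0.406 for this set. The number of lists called was 20 and ranged from 17 to 25 when 1 piglet was left out (8 to 14 higher and 9 to 12 lower in CA); with labels permuted it was 8 (6 higher and 2 lower), and with camera's estimated correlation it was 0 (0 higher and 0 lower), as was the number passing fry. The 8 were glycolysis and hypoxia, p53 targets, angiogenesis and endothelium, parietal cells, nuclear receptors, response to nutrient, translation and RNA processing, and protein folding. Their FDR with labels permuted was 0.18, or 0.21 for protein folding, under the threshold of 25%. Protein folding (permutation P = 0.04) and the proteasome (0.05, not called) lay close to the P threshold on either side of the call. Of the 20 lists, 13 were called under every ranking, weight, feature rule, filter and left-out piglet. The unfolded protein response, not called, turned and passed as higher in CA with a minimum SD (score 1.54) and with log2 fold change as the ranking (1.55), and passed as lower with weight 0 (-1.74) and without CA piglet 2 (-1.56). It turned without passing on linear values (1.22), with moderated t (1.03) and without CA piglet 1, 3, 4 or 5 or SA piglet 8, 10 or 12 (highest 1.13). The core of the oxyntic mucosa set held 5 to 12 genes when 1 piglet was left out, with 5 without CA piglet 6. The chemokine ligands passing adjusted over the list alone were 0 to 1, with 1, CXCL9, without SA piglet 7 and 1 without SA piglet 9.  The sign of the log2 fold change turned under at least 1 alternative for KCNJ13, GHRL, PGC, IGF1, CXCL2, CXCL14, AMCF-II and CXCL12. The cause was not tested. The deposited data hold no background measure, and 6273 of 10904 genes lay above the median feature. CXCL9, CXCL11, PPBP, CXCL8, CXCL2, AMCF-II, CDH7 and LOC100520502 lay below it and drop out under the filter on dim features.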

Differences from the paper's values

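The largest absolute difference from the paper's rank scores, over the 14 measured genes of Table 3, was 0.288. No score differed from the paper's by more than its standard error. Both come from the same arrays, however, so that this error over piglets does not measure the difference between them. On log2 values with plain SDs, 0 of the 14 scores equalled the paper's to 3 decimals. On linear values with a minimum SD of 0.2 times the mean, an alternative set before the data were examined, 14 of 14 did. An example is LPL, at 0.410 on log2 values and 0.578 on linear values, where the paper's value is 0.578. The core enrichment here held 10 genes, all 10 of them among those the paper marks as core.

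The paper describes gene sets of the TGFB pathway as higher in the CA piglets at 2 weeks of age, and Fig. 2a colours sets of interferon alpha response, TNF signaling, cholesterol homeostasis and early estrogen response likewise. The lists tested here are not those sets, which is a limit of the comparison. On linear values with a minimum SD, the ranking that equalled the paper's rank scores, the TGFB, interferon and TNF lists passed by gene permutation. The cholesterol (score 1.02) and estrogen (1.09) lists did not pass in that ranking. On log2 values with plain SDs the TGFB list did not pass (score 1.35). It was called under 4 of 7 alternatives set before the data were examined other than leaving out a piglet: a minimum SD on log2 values (1.46), linear values (1.74), moderated t (1.46) and log2 fold change (1.65). The interferon list (1.40) was called under 6 of 7, namely a minimum SD (1.92), linear values (1.74), moderated t (1.53), log2 fold change (2.11), weight 0 (1.91) and the filter on dim features (1.77). The TNF list (1.36) was called under 5 of 7, namely linear values (1.74), moderated t (1.46), log2 fold change (1.48), weight 0 (1.74) and the filter on dim features (1.56). Leaving out 1 piglet called them in 3, 6 and 2 of 12 cases. All of these calls were by gene permutation. With sample labels permuted on log2 values, the TGFB, interferon and TNF lists were not called (permutation P = 0.3, 0.62 and 0.49). Nor did they pass camera with an estimated correlation (adjusted p = 0.485, 0.777 and 0.777). The cholesterol list (0.69) and the estrogen list (0.83) were called under 0 of 7. Fig. 2a also colours an allograft rejection set as lower in the CA piglets. Of the lists of immune cells here, macrophages and dendritic cells were called lower by gene permutation. That call was lost by camera with an estimated correlation (adjusted p = 0.330) and with sample labels permuted (permutation P = 0.07). T and NK cells were called in 1 setting, without CA piglet 6 (score -1.45), and B and plasma cells were called in 0.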

Other observations

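The counts of other splits for the number of lists, and the relation between list means, were chosen after the result was seen. Stromal and neuronal genes did not pass between the CA and SA piglets at 2 weeks of age, but their scores moved far when 1 piglet was left out. Smooth muscle genes had a normalized enrichment score of -0.91 (15 of 19 lower in CA), with PLN, a regulator of calcium pumps in muscle, at a log2 fold change of -0.61 (standard error 0.53), and genes of fibroblasts and matrix one of -0.94 (14 of 23 lower), with POSTN, a matrix protein, at -0.16 (standard error 0.10). Genes of enteric neurons and glia had a score of -0.91 (15 of 22 lower), with UCHL1, a neuronal ubiquitin hydrolase, at -0.46 (standard error 0.38), and neurotransmitter receptors one of -0.82 (14 of 32 lower). Adipocyte genes (13 of 17 higher, score 1.38) included THRSP, a regulator of fat synthesis, at 0.64 (standard error 0.32). Genes of the pyloric mucosa (9 of 12 higher, score 1.40), the intestinal epithelium (19 of 25 higher, 1.21), the squamous epithelium (6 of 12 higher, -0.80), erythroid cells (5 of 12 higher, -0.98) and the respiratory chain (10 of 24 higher, -1.39) did not pass. In the unfolded protein response (23 of 33 lower, score -1.07), DNAJB9 and MANF, of the endoplasmic reticulum, were at -0.35 (standard error 0.15) and -0.28 (standard error 0.11), while CHAC1, a glutathione-degrading enzyme induced by ATF4, was at 0.98 (standard error 0.42). In these 11 lists 0 genes passed adjusted over the list alone, from limma.

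When 1 piglet was left out, the score of smooth muscle ran from -1.87 (without SA piglet 9) to 1.41 (without SA piglet 11), and the list was called lower in CA without CA piglet 1 (-1.60) or SA piglet 9. Fibroblasts and matrix ran from -1.79 (without CA piglet 1) to 0.96 (without CA piglet 3), called without CA piglet 1, CA piglet 2 (-1.55) or SA piglet 9 (-1.57). Enteric neurons and glia ran from -1.54 (without CA piglet 1, called) to 0.90 (without SA piglet 11). Leaving out 1 piglet also called adipocytes in 3, pyloric mucosa in 3, the respiratory chain in 5, the intestinal epithelium in 1 and the unfolded protein response in 1 of 12 cases. Of 7 other rankings, weights, feature rules and filters, smooth muscle was called lower in CA with a minimum SD (-1.77), linear values (-1.55), log2 fold change (-1.86) and weight 0 (-1.73), and fibroblasts and matrix under 0. Enteric neurons and glia were called lower with a minimum SD (-1.83), log2 fold change (-1.81) and weight 0 (-1.72), and the respiratory chain with log2 fold change (-1.52). Called higher were adipocytes with a minimum SD (1.79), linear values (1.95), log2 fold change (1.96), weight 0 (1.95) and without dim features (1.68), the pyloric mucosa on linear values (1.51) and with weight 0 (1.92), and the intestinal epithelium with weight 0 (1.68).

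Of genes that the paper discusses for the older piglets of Trial 2, CLCA1 had a log2 fold change of 0.33 in Trial 1 (standard error 0.32), HTR1B 0.12 (standard error 0.18), CHRNA2 0.21 (standard error 0.10), MMP3 -0.19 (standard error 0.28), CCL2 -0.17 (standard error 0.10) and TLR4 -0.11 (standard error 0.11), each with an adjusted p of 0.999 from limma.

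For the number of lists called, chance cannot be excluded. As many lists as the real 20 were called in 9 of 100 splits of the piglets (highest other 24). For single genes the splits decide nothing, because every split calls at least the real 0 genes, so that 100 of 100 was fixed beforehand (highest other 1).

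The means of the oxyntic mucosa and of the G2/M genes were opposed across the 12 piglets (Pearson's r = -0.873, permutation p = 0.00079, adjusted p = 0.00316 over the 4 relations computed; Spearman's rho = -0.783, p = 0.00385, adjusted p = 0.0154), and r was -0.823 without the 2 piglets farthest from the median. That the group difference alone opposes them was the hypothesis tested, and it stays open: within the CA piglets r was -0.901 (exact permutation p = 0.0278; rho = -0.60, p = 0.242), and within the SA piglets -0.790 (exact permutation p = 0.111; rho = -0.20, p = 0.714). The within-group values may rest on CA piglet 3 and SA piglet 9, which lie at the ends of their groups. The other 3 relations of the oxyntic mucosa genes, with genes of macrophages and dendritic cells (r = -0.446, adjusted p = 0.292; rho = -0.287, adjusted p = 0.739), smooth muscle (r = -0.168, adjusted p = 0.807; rho = -0.154, adjusted p = 0.817) and the interferon response (r = 0.0544, adjusted p = 0.862; rho = 0.0769, adjusted p = 0.817), did not pass by the permutation test.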
